# Neuroinflammation underlies the development of social stress induced cognitive deficit in male sickle cell mice

**DOI:** 10.3389/ebm.2024.10361

**Published:** 2024-11-19

**Authors:** S’Dravious A. DeVeaux, Sofiya Vyshnya, Katherine Propsom, Oluwabukola T. Gbotosho, Asem S. Singh, Robert Z. Horning, Mihika Sharma, Anil G. Jegga, Liang Niu, Edward A. Botchwey, Hyacinth I. Hyacinth

**Keywords:** sickle cell disease, neuroinflammation, cognitive function, social stress, minocycline

## Abstract

Cognitive deficit is a debilitating complication of sickle cell disease (SCD), with a multifactorial etiopathogenesis. Here we show that neuroinflammation and dysregulation in lipidomics and transcriptomics profiles are major underlying mechanisms of social stress-induced cognitive deficit in SCD. Male Townes sickle cell (SS) mice and controls (AA) were exposed to social stress using the repeat social defeat (RSD) paradigm concurrently with or without treatment with minocycline. Mice were tested for cognitive deficit using novel object recognition and fear conditioning tests. SS mice exposed to RSD without treatment had worse performance on cognitive tests compared to SS mice exposed to RSD with treatment or to AA controls, irrespective of their RSD or treatment disposition. Additionally, compared to SS mice exposed to RSD with treatment, SS mice exposed to RSD without treatment had significantly more cellular evidence of neuroinflammation coupled with a significant shift in the differentiation of neural progenitor cells towards astrogliogenesis. Additionally, brain tissue from SS mice exposed to RSD was significantly enriched for genes associated with blood-brain barrier dysfunction, neuron excitotoxicity, inflammation, and significant dysregulation in sphingolipids important to neuronal cell processes. We demonstrate in this study that social stress induces cognitive deficit in SS mice, concurrently with neuroinflammation and lipid dysregulation.

## Impact statement

We show for the first time that neuroinflammation along with changes in the brain lipidome and transcriptome, are underlying biological mechanisms contributing to the development and potentially progression of cognitive impairment in SCD mice. These findings also provide for the first time, a potential mechanistic basis for an earlier reported observation of a higher likelihood of having lower intelligence quotient scores among children with sickle cell disease exposed to social stress in the form of low parental socioeconomic status.

## Introduction

Sickle cell disease (SCD) is a common inherited blood disorder that affects approximately 100,000 Americans and millions more worldwide [1, 2]. SCD is caused by a point mutation in the gene for the β-globin subunit of hemoglobin. This mutation causes the hemoglobin to polymerize in conditions of low oxygen tension, causing the red blood cells (RBCs) to assume a sickle morphology [2, 3]. Sickle RBCs are more fragile and prone to hemolysis, leading to anemia; the resulting free heme also initiates and propagates an inflammatory cascade that leads to vaso-occlusion [2, 3], and end organ damage [4].

The cerebrovascular effects of SCD include silent cerebral infarctions (SCIs) found in ∼39% of children by 18 years of age and >50% of adults by 30 years of age, stroke, cerebral macro- and microvascular abnormalities [5]. Strokes and SCIs have been linked to cognitive impairment in SCD. However, recent studies have found cognitive dysfunction in children [6–8] and adults [9, 10] even in the absence of MRI-detectable cerebral injury. Children with SCD typically have lower full-scale IQ scores, poorer academic achievement, and impaired processing speed [6, 7]. Similarly, adults with SCD exhibit impairments in processing speed, working memory, global cognitive function, and executive function.

The mechanism underlying cognitive impairment in SCD is not well understood, and one possibility is that individuals with SCD are hypersensitive to social stressors (to which individuals with SCD are exposed), which interact with biological factors leading to the development of cognitive deficit. Individuals with SCD often belong to lower socioeconomic classes with associated lower family educational attainment and income. The impact of social stress on cognitive function in SCD was recently demonstrated by several studies [5, 11–13]. In a study by King *et al.*, they reported that social stressors in the form of lower parental education levels and lower family income – had a similar albeit slightly more severe impact on cognitive function compared to biological factors – such as the presence of SCI, anemia, and age [14, 15]. Studies in the general human population and in non-sickle cell mouse models have shown a link between social stress and neuroinflammation. The functional effects of neuroinflammation on the brain include the development of cognitive impairment as well as neuropsychological abnormalities, such as anxiety and depression [16]. As well as learning and memory impairments [17–19]. Hence, neuroinflammation may be a possible mechanism for stress-induced cognitive abnormalities in SCD.

Neuroinflammation is also mediated by multiple factors, including sphingolipids and genetics. Sphingolipids are a class of bioactive lipids that participate in cell signaling. In the brain, sphingolipids modulate cytokine release and astroglia activation [20]. Studies have shown that imbalances in the sphingolipid metabolism and distribution of lipids in the brain are associated with impaired memory and learning in both humans and animal models [21–26]. Furthermore, enzymes in the sphingolipid pathway – such as sphingosine kinases, sphingosine-1-phosphate lyase, and sphingomyelinases – are involved in synaptic communication, learning, and memory, as well as in the regulation of other enzymes (e.g., COX2) that synthesize both pro-inflammatory and anti-inflammatory lipid mediators. Changes in the enzymatic activity have been implicated in the development of neuroinflammation and neurodegenerative diseases, such as Alzheimer’s and amyotrophic lateral sclerosis [27, 28].

We have previously shown that aging and neuroinflammation contribute to cognitive impairment in the SCD mouse model [29]. In the present study, we demonstrate the role of sociological stress in cognitive and neurobehavioral deficits in SCD and show that neuroinflammation is a likely underlying mechanism. We used the repeat social defeat (RSD) paradigm as a social stress model, as previously described [17]. Our overall hypothesis is that *stress-related cognitive impairment in sickle cell disease is mediated by neuroinflammation and inimical changes in the brain lipidomic and transcriptomic profiles compared to controls.* Furthermore, treatment with minocycline, an “anti-neuroinflammatory” drug, during RSD exposure in mice will reduce neuroinflammation and improve cognitive and behavioral function.

## Materials and Methods

### Animals

We used humanized Townes sickle cell mouse model (SS or HbSS) and humanized control mice (AA or HbAA) [30]. Mice were provided food and water *ad libitum*, housed in a 12-h light and dark cycle, and their health statuses were monitored closely throughout the study. All experiments were approved by the Institutional Animal Use Committee at Emory University.

### Study design and overall methods

This study aims to examine the mechanism underlying the development of cognitive deficit in SCD with exposure to social stress, by using the repeat social defeat (RSD) paradigm in male SS mice. RSD was carried out by introducing a male intruder mouse (an aggressor) into an established cage containing three 6-month-old male SS mice (N = 10) or AA mice (N = 10) every day for 2 hours (5–7 p.m.) for six consecutive days. Age- and sex-matched control [SS (N = 10) and AA (N = 10) mice] cages were set up but without aggressor mice. On the seventh day, mice were tested for cognitive/behavioral deficit using novel object recognition (NOR) and fear conditioning (FC) test paradigms. Except for the aggressors, all mice used were Townes humanized SS and AA mice.

To test the hypothesis that neuroinflammation is an underlying mechanism, a second cohort of SS (N = 35) and AA (N = 32) mice were randomly assigned to receive oral (administered in drinking water) minocycline treatment (90 mg/kg) or placebo (plain drinking water). We assigned 2 mice to the minocycline plus stress arm (due to the potential for injury and mortality from the RSD paradigm) for every 1 mouse assigned to the other arms, from each genotype group. Mice within each treatment arm were randomly assigned to RSD exposure or no RSD exposure. Minocycline treatment was started 1 day prior to the day of commencing RSD and co-terminated on the same day as the final RSD session. The minocycline dose was kept constant by adjusting the amount administered daily, using the water/drug consumption from the previous day. Cognitive/behavioral testing was performed as before, starting the next day after day 6 of RSD and day 7 of treatment.

In both experiments, the mice were randomized to histological analysis or molecular (bulk RNA sequencing and lipidomics) studies and sacrificed 1-2 days after the completion of behavioral testing. Their brains were extracted for the assigned analysis. Cellular evidence of neuroinflammation in the hippocampus/dentate gyrus was determined using immunohistochemistry to quantify peripheral immune cell infiltrates:CD45^+^ (bone marrow-derived microglia), CD3^+^ (T-cell density), B220^+^ (B-cell density), and Iba1^+^ (activated microglia).

A more detailed description of the study methods is in the methods section of the Online Supplementary Material. Data reporting is in accordance with the ARRIVE guidelines.

## Results

All studies were conducted using male mice. Experimental groups in this study are defined as follows: humanized control mice (AA) and Townes sickle (SS) mice, and also denote animals not exposed to stress or treated with minocycline; AA + RSD and SS + RSD denote mice exposed to stress (RSD); AA + minocycline and SS + minocycline denote mice not exposed to RSD but treated with minocycline; AA + RSD + minocycline and SS + RSD + minocycline denote mice treated with minocycline 1 day prior to and during exposure to stress.

Figure 1 shows comparison of the groups on measures of anxiety (open-field test) and cognitive function (percent preference or freezing). In Figures 1A, B, overall, we see that SS mice that were not exposed to RSD or drug treatment showed more evidence of anxiety compared to AA mice that were not exposed to RSD, indicated by the shorter distance traveled (Figure 1A, day 1: 19,116 mm in AA vs. 12,593 mm in SS, n.s.) and relatively shorter time spent in the middle of the open field (Figure 1B, day 1: 33.94 s in AA vs. 24.06 s in SS, n.s.). Furthermore, SS mice exposed to RSD showed more evidence of anxiety compared to AA mice exposed to RSD (distance traveled: day 1: 12,593 mm in SS vs. 9,274 cm in SS + RSD; time in the middle of the open field: day 1: 24.1 s in SS vs. 32.3 s in SS + RSD) or to SS or AA mice. Treatment with minocycline abrogated the development of anxiety in SS mice exposed to RSD (distance traveled: day 1: 13,276 mm in SS + RSD + Minocycline vs. 9,274 mm in SS + RSD; time in open field: day 1: 39.6 s in SS + RSD + Minocycline vs. 32.28 s in SS + RSD: Figures 1A, B).

**FIGURE 1:**
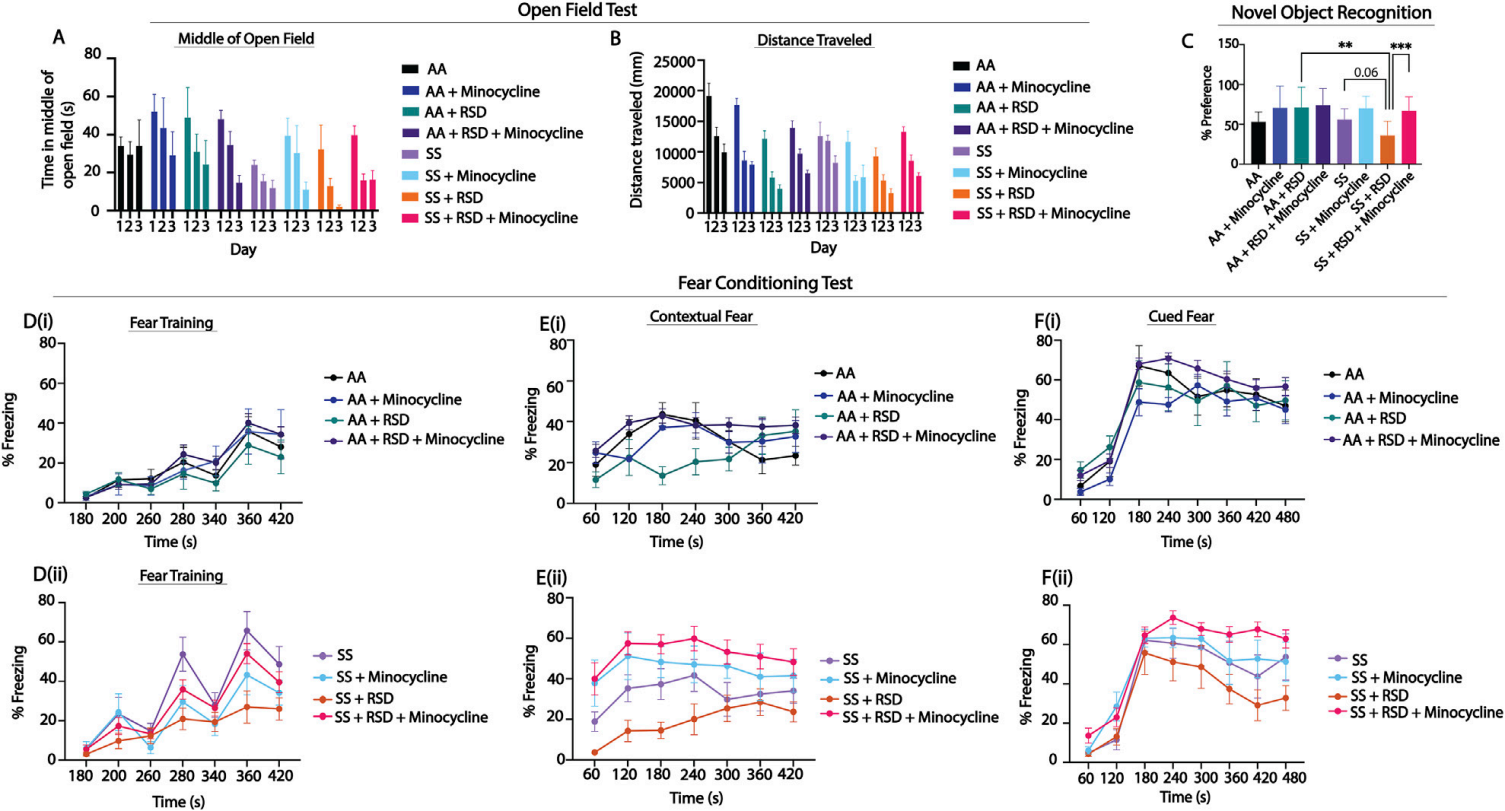
Sickle mice display significant cognitive and neurobehavioral deficits under stress compared to control mice. **(A, B)** illustrate the results for the open field test, depicting distance traveled through the open field arena and time spent in the middle of the arena. Statistical comparisons were conducted using a two-way ANOVA (using a mixed effect model) with Tukey’s multiple comparisons test. **(C)** depicts preference for the novel object in the NOR test; analysis was with a one-way ANOVA with multiple comparisons (using Fisher’s LSD) conducted to compare object preference between groups. **(D, F)** illustrate results for the fear conditioning studies (a measure of associative memory). **(Di,ii)** represents the training phase, where mice acquired a fear response to an 85 dB tone that was paired with a shock through classical conditioning. **(Ei,ii)** and **(Fi,ii)** test the strength of the animals’ conditioned fear response by observing freezing behavior (indicative of fear) after being placed in the same environment where the shock had been administered during the learning phase or after hearing the 85 db tone that was associated with the shock, respectively. Freezing behavior was compared between groups using a two-way ANOVA (using a mixed effect model) with Holm-Sidak’s adjustment for multiple comparisons for the contextual and cued fear assessments. All groups (AA and SS) were analyzed together. The figures **(E, F)** were split based on genotype to enhance the clarity of the presentation of the result. AA mice (n = 7–9), AA + RSD mice (n = 6–9), AA + minocylcine mice (n = 6), AA + RSD + minocycline (n = 13–21), SS mice (n = 6–7), SS + RSD mice (n = 6–10), SS + minocycline mice (n = 7), SS + RSD + minocycline mice (n = 15–22). *p < 0.05, **p < 0.01, ***p < 0.001. Data are presented as *mean ± SEM*.

Furthermore, evaluation of hippocampus-dependent non-associative as well as associative learning and memory, was carried out using NOR and fear conditioning, respectively. In the NOR test, (Figure 1C), SS and AA mice had similar percent preference (56.1 ± 14% vs. 53.1 ± 13%), indicating comparable non-associative memory. However, SS + RSD mice showed some evidence of cognitive impairment as demonstrated by lower percent preference (36.1 ± 18% SS + RSD vs. 56.1 ± 14% SS, *p* = 0.06) compared to SS mice, indicating impaired non-associative memory function. Additionally, we also noted that SS + RSD + minocycline mice had significantly higher percent preference (67.1 ± 18% vs. 36.1 ± 18%, *p* = 0.0007) compared to SS + RSD mice, suggesting that minocycline treatment led to a sparing of non-associative memory in the treated mice despite exposure to RSD. On the other hand, in the AA group, neither stress nor minocycline treatment were associated with significant changes in cognitive function.

Likewise, the fear conditioning tests (Figures 1D–F) showed that overall, sickle and non-sickle mice, irrespective of treatment or exposure disposition, trained similarly during the acquisition phase (Figure 1D). As shown in Figure 1E, RSD exposure resulted in significant impairment in contextual (associative) fear memory (evidenced by significantly lower percent freezing) in SS + RSD mice, compared to SS mice. As in Figures 1C, E shows that SS + RSD + minocycline mice had significantly better contextual fear memory, compared to SS + RSD mice, p = 0.025 to p < 0.0001 across all time points except at 240 s. The abnormal contextual fear memory indicates possible molecular disturbance and/or “overt or covert” lesion of the amygdala resulting from exposure to RSD and its abrogation by minocycline treatment.

Similarly, on cued fear testing (Figure 1F), there was no significant difference in response from the unperturbed AA or SS mice. However, SS + RSD mice showed significant impairment in hippocampus-mediated cued (associative) fear memory compared to SS + RSD + minocycline mice (p = 0.016 to <0.0001) across different time points. In contrast, neither RSD nor minocycline had significant effects on cognitive function among the AA genotypes.

Next, we evaluated the density of peripheral immune cell infiltrates (known from here on as CD45^+^ “bone-marrow derived” microglia [BMDM]), Iba1^+^ activated microglia (activation state determined based on morphological features), CD3^+^ T cells, and B220^+^ B cells in the hippocampus/dentate gyrus (DG). We focused on the hippocampus/DG because of its critical role in cognitive function as well as adult neurogenesis [31]. In Figure 2A, we show that overall, SS mice had a higher density of activated microglia (233.6 ± 44.6 cells/mm^2^ vs. 179.3 ± 47.0 cells/mm^2^, *p* ≤ 0.0001) compared to AA mice. Furthermore, SS + minocycline mice had a significantly lower density of activated microglia (164.4 ± 56.6 cells/mm^2^ vs. 233.6 ± 44.6 cells/mm^2^, *p* ≤ 0.0001) compared to SS mice. Similarly, SS + RSD mice had a significantly higher density of activated microglia (260.2 ± 44.3 cells/mm^2^ vs. 233 ± 44.6 cells/mm^2^, *p* ≤ 0.0001) compared to SS mice. Finally, we observed that SS + RSD + minocycline mice showed a 35% decrease (p ≤ 0.0001) in activated microglia density compared to SS + RSD mice. As shown in Figure 2A, the results for the comparison within the AA groups were similar to those described for the SS mice. Figures 2B, C are representative images. Additionally, except for the control (non-perturbed group), there were no significant differences between the AA and SS mice based on RSD exposure or minocycline treatment.

**FIGURE 2:**
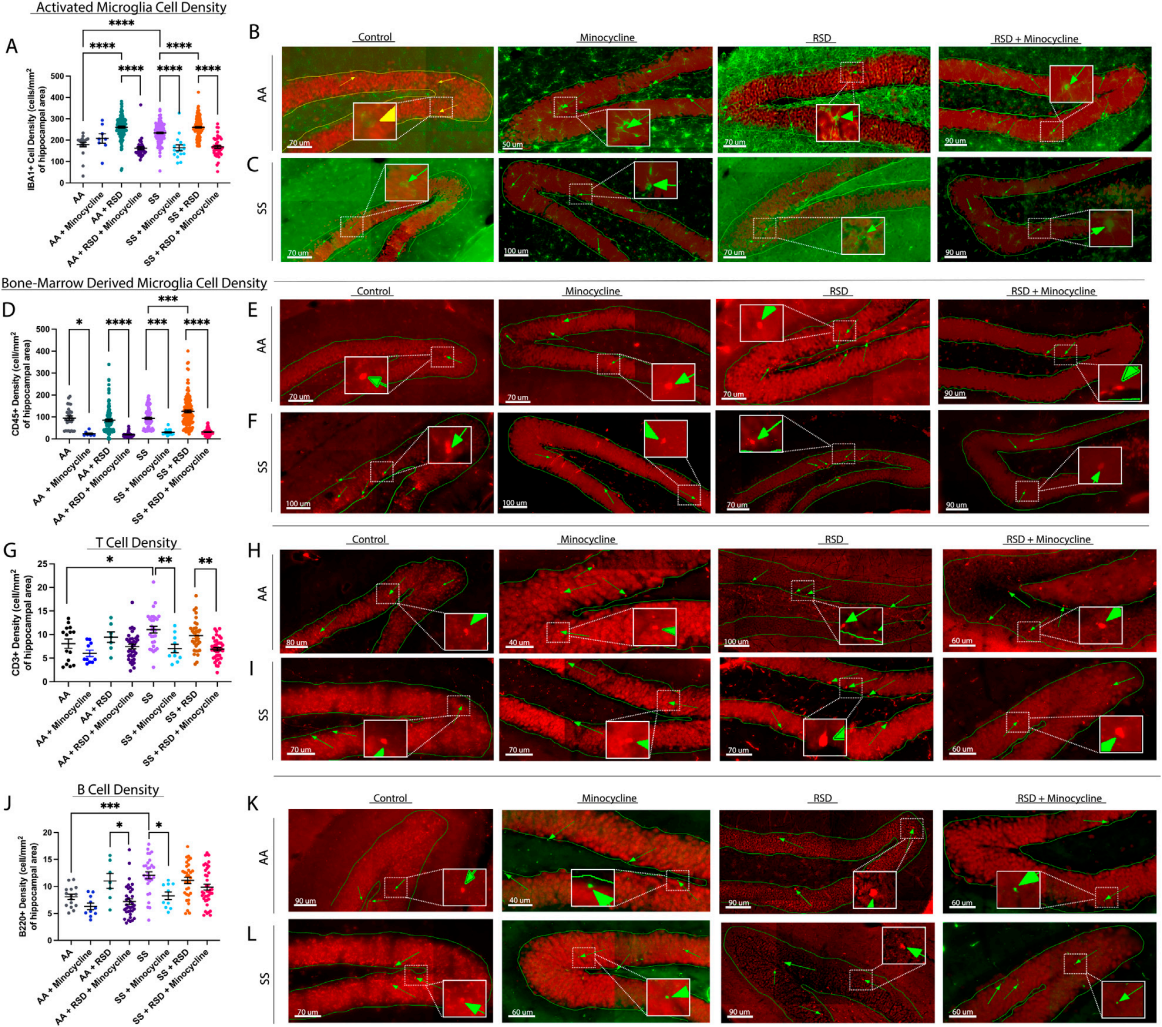
Sickle cell mice exposed to RSD have a higher density of activated microglia and B and T cell infiltrates in the hippocampus while minocycline reduces the density of immune cell infiltrates. **(A)** IBA-1+ activated microglia cell density. **(B)** Immunohistochemistry images showing IBA-1+ activated microglia in AA control mice (n = 10 sections), AA mice treated with minocycline (n = 8 sections), AA mice exposed to RSD (n = 27 sections), and AA mice exposed to RSD and treated with minocycline (n = 40 sections). **(C)** Immunohistochemistry images showing IBA-1+ activated microglia in SS control mice (n = 22 sections), SS mice treated with minocycline (n = 18 sections), SS mice exposed to RSD (n = 41 sections), and SS mice exposed to RSD and treated with minocycline (n = 49 sections). **(D)** CD45^+^ “bone-marrow-derived” microglia cell density. **(E)** Immunohistochemistry images showing CD45^+^ bone-marrow microglia in AA control mice (n = 10 sections), AA mice treated with minocycline (n = 8 sections), AA mice exposed to RSD (n = 27 sections), and AA mice exposed to RSD and treated with minocycline (n = 40 sections). **(F)** Immunohistochemistry images showing CD45^+^ bone-marrow microglia in SS control mice (n = 22 sections), SS mice treated with minocycline (n = 18 sections), SS mice exposed to RSD (n = 41 sections), and SS mice exposed to RSD and treated with minocycline (n = 49 sections). **(G)** B220 + B cell density. **(H)** Immunohistochemistry images showing B220 + B cells in AA control mice (n = 16 sections), AA mice treated with minocycline (n = 10 sections), AA mice exposed to RSD (n = 8 sections), and AA mice exposed to RSD and treated with minocycline (n = 36 sections). **(I)** Immunohistochemistry showing B220+ B cells in SS control mice (n = 32 sections), SS mice treated with minocycline (n = 10 sections), SS mice exposed to RSD (n = 32 sections), and SS mice exposed to RSD and treated with minocycline (n = 40 sections). **(J)** CD3^+^ T cell density. **(K)** Immunohistochemistry images showing CD3^+^ T cells in AA control mice (n = 16 sections), AA mice treated with minocycline (n = 10 sections), AA mice exposed to RSD (n = 8 sections), and AA mice exposed to RSD and treated with minocycline (n = 36 sections). **(L)** Immunohistochemistry images showing CD3^+^ T cells in SS control mice (n = 32 sections), SS mice treated with minocycline (n = 10 sections), SS mice exposed to RSD (n = 32 sections), and SS mice exposed to RSD and treated with minocycline (n = 40 sections). Cell density was compared between groups with a one-way ANOVA and Fisher’s LSD multiple comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001. Data are presented as mean ± SEM. The “n” in brackets after each group represents the total number of hippocampal brain tissue sections evaluated.

Results of the examination of the contribution of peripheral immune cell (CD45^+^) infiltrate to the observed cognitive deficit and impact of minocycline treatment are shown in Figure 2D. There was no significant difference between SS and AA mice with respect to the density of CD45^+^ BMDM cells in the hippocampus/DG. However, both AA + RSD and SS + RSD mice had a significantly higher density of CD45^+^ BMDM compared to their non-perturbed controls, with SS + RSD mice having about 1.5-fold (p < 0.0001) more CD45^+^ BMDM than AA + RSD mice. Additionally, we found a 75% (p = 0.013) and 77% (p < 0.0001) decrease in CD45^+^ BMDM density in AA mice and AA + RSD treated with minocycline, respectively, compared to their non-treated controls. Similarly, stress exposure significantly increased the density of CD45^+^ BMDM in SS mice (from 93.7 ± 45.8 cells/mm^2^ to 125.4 ± 70.3 cells/mm^2^, p = 0.0004), while minocycline treatment reduced the density in unperturbed SS mice by 3.1-fold (p = 0.0002) and in SS + RSD mice by 3.9-fold (p < 0.0001). Figures 2E, F are representative images. Furthermore, we quantified the density of B cells (B220^+^) and T cells (CD3^+^) as shown in Figures G. Notably, AA + RSD mice had a significantly higher density of B cells (11.0 ± 3.7 cells/mm^2^ vs. 7.2 ± 3.0 cells/mm^2^, p = 0.037) compared to AA + RSD + minocycline mice. There was also a slight decrease in B cell density in AA + minocycline mice compared to AA mice, though not significant. This suggests that minocycline may be suppressing B-cell-mediated neuroinflammation by limiting peripheral immune cell infiltration into the brain. Furthermore, when compared to AA mice, SS mice had a significantly higher density of B cells (12.1 ± 3.4 cells/mm^2^ vs. 8.1 ± 1.9 cells/mm^2^, p = 0.0009), and when SS mice were treated with minocycline, the density of B cells decreased by 31% (p = 0.012). Figures 2H, I are representative images. Surprisingly, exposure of SS mice to RSD with or without minocycline treatment did not result in a significant change in B cell density, contrary to our observation in AA mice. This result suggests that B cell infiltration might play a smaller role in RSD-induced neuroinflammation as an underlying mechanism for the development of cognitive deficits in SCD.

Further analysis, as shown in Figure 2J, indicates that SS mice had significantly higher T cell density (11.1 ± 3.8 cells/mm2 vs. 8.1 ± 3.8 cells/mm2, p = 0.032) compared to AA mice. Minocycline treatment decreased T cell density in AA mice by 26% (p = 0.032), while T cell density in AA + RSD and AA + RSD + minocycline mice was similar. Among sickle cell groups, minocycline treatment resulted in a 1.6-fold (p = 0.005) reduction in T cell density in unperturbed SS mice and about a 30% reduction in SS + RSD mice compared to their untreated controls. Figures 2K, L are representative images of the plot. However, there was no significant difference in T cell density between SS mice and SS + RSD mice. This indicates a possible but slightly lesser role for T cells in cognitive impairment in SCD in the setting of exposure to social stress.

Given the reported role of neurogenesis in social stress-induced cognitive deficits [18, 32] due to neuroinflammation, we quantified and compared the densities of neural progenitor cells (NPCs; DCX^+^), adult-born neurons (DCX^+^NeuN^+^), and “newly formed” astrocytes (DCX^+^GFAP^+^) in the dentate gyrus and reported our findings in Figure 3. As shown in Figure 3A, we observed a higher density of NPCs in AA + minocycline mice (20.8 ± 4.8 cells/mm^2^ vs. 17.1 ± 5.7 cells/mm^2^) compared to AA mice, while the NPC density was lower among AA + RSD mice (13.3 ± 3.6 cells/mm^2^, p = 0.06) compared to AA mice. Additionally, AA + RSD mice had significantly lower NPC density compared to AA + RSD + minocycline mice (18.7 ± 5.3 cells/mm^2^, p < 0.0001). We also observed that SS mice had slightly lower NPC density compared to AA mice and that minocycline treatment significantly reduced NPC density in SS mice compared to treated AA mice (p = 0.006). Furthermore, as seen in the AA groups, SS + RSD mice had a significantly lower NPC density (11.9 ± 3.9 cells/mm^2^ vs.15.8 ± 5.6 cells/mm^2^, *p* = 0.005) compared to SS + RSD + minocycline mice. Figures 3D–F are representative images. We also noted that SS + RSD + minocycline mice have essentially the same NPC density as SS mice, indicating that minocycline might be limiting the gliogenic shift that seems to result from exposure to RSD (see Figure 3B; Supplementary Figure S1), leading to the development of cognitive deficit.

**FIGURE 3:**
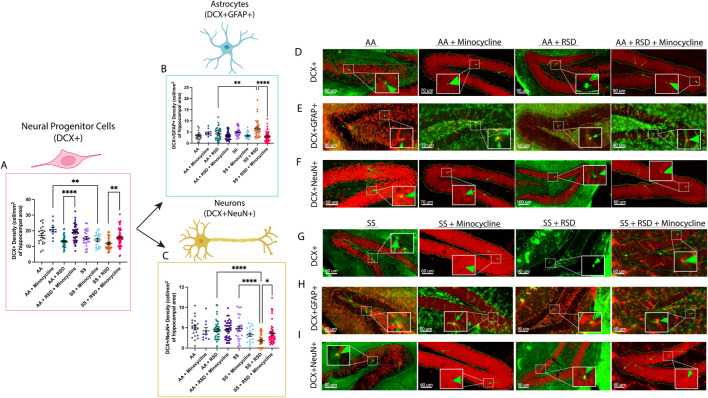
Sickle cell mice exposed to RSD have a higher density of DCX^+^GFAP^+^ astrocytes while having decreased densities of DCX^+^ neural progenitor cells and DCX^+^NeuN^+^ neurons in the hippocampus. **(A)** DCX^+^ neural progenitor cell density. **(B)** DCX^+^GFAP^+^ astrocyte cell density. **(C)** DCX^+^NeuN^+^ neuron cell density **(D)** Immunohistochemistry images showing DCX^+^ neural progenitor cells in AA control mice (n = 21 sections), AA mice treated with minocycline (n = 10 sections), AA mice exposed to RSD (n = 40 sections), and AA mice exposed to RSD and treated with minocycline (n = 41 sections). **(E)** Immunohistochemistry images showing DCX^+^GFAP^+^ astrocytes in AA control mice (n = 21 sections), AA mice treated with minocycline (n = 10 sections), AA mice exposed to RSD (n = 40 sections), and AA mice exposed to RSD and treated with minocycline (n = 41 sections). **(F)** Immunohistochemistry images showing DCX^+^NeuN^+^ neurons cells in AA control mice (n = 21 sections), AA mice treated with minocycline (n = 10 sections), AA mice exposed to RSD (n = 40 sections), and AA mice exposed to RSD and treated with minocycline (n = 41 sections). **(G)** Immunohistochemistry images showing DCX^+^ neural progenitor cells in SS control mice (n = 23 sections), SS mice treated with minocycline (n = 20 sections), SS mice exposed to RSD (n = 40 sections), and SS mice exposed to RSD and treated with minocycline (n = 49 sections). **(H)** Immunohistochemistry images showing DCX^+^GFAP^+^ astrocytes in SS control mice (n = 23 sections), SS mice treated with minocycline (n = 20 sections), SS mice exposed to RSD (n = 40 sections), and SS mice exposed to RSD and treated with minocycline (n = 49 sections). **(I)** Immunohistochemistry images showing DCX^+^NeuN^+^ neurons cells in SS control mice (n = 23 sections), SS mice treated with minocycline (n = 20 sections), SS mice exposed to RSD (n = 40 sections), and SS mice exposed to RSD and treated with minocycline (n = 49 sections). Statistical comparisons were performed with a one-way ANOVA with Fisher’s LSD multiple comparisons test. *p < 0.05, **p < 0.01, ****p < 0.0001. Data are presented as mean ± SEM. ****p < 0.0001. The “n” in brackets after each group represents the total number of hippocampal brain tissue sections evaluated.

Furthermore, as shown in Figure 3B, SS mice had more newly generated astrocytes (5.0 ± 1.9 cells/mm^2^ vs. 3.3 ± 1.9 cells/mm^2^) than AA mice, and exposure to RSD increased the density of new astrocytes in both AA and SS mice, though not significantly when compared to their respective unperturbed controls. However, there was a 35% increase (p = 0.0011) in the density of new astrocytes in SS + RSD mice compared to AA + RSD. Interestingly, minocycline treatment reduced the density of new astrocytes in SS mice and AA + RSD mice, with the most significant decrease of 55% observed in the treated SS + RSD mice. Taken together, this indicates that the exposure to RSD alone might be shifting the differentiation of NPCs towards astrocytes. And that treatment with minocycline reduces that shift as seen in the SS + RSD + minocycline and AA + RSD + minocycline mice when compared to their untreated but stressed counterparts.

Results of the quantification of the density of adult-born neurons (DCX^+^NeuN^+^) are shown in Figure 3C; Supplementary Figure S1. Overall, we show that AA mice, irrespective of treatment or RSD status, had similar adult-born neuron densities. Among the SS mice, SS + RSD mice had significantly lower adult-born neuron density compared with SS mice (1.8 ± 1.7 cells/mm^2^ vs. 4.8 ± 2.9 cells/mm^2^, p < 0.0001). In contrast to similarly stressed AA mice, SS mice also displayed a more pronounced effect of RSD exposure on adult-born neuron density, with a 2.5-fold (p < 0.0001) decrease. However, treatment of SS + RSD mice with minocycline resulted in a 50% (p = 0.0031) increase in adult-born neurons. Supplementary Figure S1 provides the percentage distribution of these cells (DCX^+^GFAP^+^ and DCX^+^NeuN^+^) as a percentage of the total NPCs (DCX^+^) counted.

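Bulk RNA sequencing measures the messenger RNA of a whole tissue piece, here the cerebral cortex and the hippocampus of male Townes mice. Townes mice carry human globin genes in place of the mouse ones, with the sickle allele in SS mice and the normal adult allele in AA mice. The authors made strand-specific libraries from polyadenylated RNA, sequenced them from a single end, aligned the reads to the mouse genome (GRCm39) with STAR, and deposited the number of reads counted on each GENCODE gene while mapping, without normalization. The paper's text names neither the annotation release nor the strand setting of the counting. For genes whose exons overlap a gene on the other strand the most, the share of overlapping exonic bases is therefore given. The overlaps not given with their gene are 9.87% or less. Among them are those of Sirt2 (9.87%), Ctnnb1 (9.37%), Slc1a4 (7.37%), Sirt5 (6.73%) and Ccr7 (6.7%). Each count table lists 55416 genes. Cortex libraries from 12 AA, 3 AA + RSD, 18 AA + RSD + minocycline, 8 SS, 6 SS + RSD, 4 SS + minocycline and 14 SS + RSD + minocycline mice were compared, and hippocampus libraries from 11 AA and 7 SS mice with the same numbers in the other groups. A single AA + minocycline mouse per tissue entered the models and no comparison. In each tissue, a library labelled as an SS + minocycline mouse and a library labelled as an AA + RSD + minocycline mouse held identical counts (32837942 reads on genes in the cortex and 27202406 in the hippocampus). Because the labels name different groups for the same counts, both copies were left out of the tests. The median number of reads on genes per cortex library, with the range and with the identical libraries included, was 36184349.5 in AA mice (21015849 to 52501167), 31267640 in AA + RSD mice (21970250 to 32367113), 34006735 in AA + RSD + minocycline mice (19519114 to 83512852), 25866121.5 in SS mice (16295042 to 41270944), 39309335.5 in SS + RSD mice (20761192 to 70016768), 32837942 in SS + minocycline mice (20881810 to 72737645) and 33711634 in SS + RSD + minocycline mice (20037825 to 107713193). In the hippocampus it was 34353343 in AA mice (19645225 to 62882249), 25252598 in AA + RSD mice (12869149 to 32110276), 31177703 in AA + RSD + minocycline mice (19323399 to 58741078), 57799225 in SS mice (36523234 to 68729401), 31018353 in SS + RSD mice (20593970 to 52855536), 27202406 in SS + minocycline mice (23673351 to 64490280) and 41796950 in SS + RSD + minocycline mice (19898354 to 68731008). Of all reads, a median of 12.4% in the cortex and 13.3% in the hippocampus did not map, 4.98% and 4.83% mapped to several places, and 1.25% and 1.22% fell on more than one gene.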

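The labels number the mice, and the numbers fall into separate series, called A, B and C here. All AA + RSD and SS + RSD mice (3 and 6) carry numbers of series A, and all mice given RSD and minocycline carry numbers of series B or C. Control mice occur in series A (4 AA and 2 SS mice in the cortex, 3 AA and 2 SS in the hippocampus) and in series B (8 AA and 6 SS mice, 8 AA and 5 SS). The paper describes more than one cohort, and its text does not list which mice belong to each, so the number series was tried as a technical covariate. The share of reads outside annotated genes ranged from 3.69% to 13.9% (median 8.25%) in the cortex and from 3.98% to 24% (median 7.59%) in the hippocampus. Among control mice its median was 4.94% in series A and 9.69% in series B in the cortex, and 5.05% and 8.29% in the hippocampus. This share was tried as a covariate as well, a choice made after seeing the data, as was leaving out each SS + RSD mouse in turn. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, and a gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05. Levels are CPM, a gene's reads scaled to a fixed number of reads on genes per library, given as mean ± SD over mice. Comparisons within a genotype used one model of that genotype's groups, as the paper's methods describe, and comparisons between genotypes used one model of all groups. Lists of genes were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 161 tests per tissue. Positions of genes are those of a GENCODE annotation of GRCm39, which may be of another release than the one the authors counted with.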

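The libraries were compared with their labels before the tests. Counts of the Y-linked gene Ddx3y were at least 365 in every library, and counts of Xist, which female cells express, were at most 53, as male mice give. The mouse beta-globin gene Hbb-bs, which the human globin genes replace in Townes mice, had 0 to 8 counts in 132 libraries. The pair of libraries labelled 9631, an AA mouse, held 1944 counts of it in the cortex and 1570 in the hippocampus. Alas2, an enzyme of heme synthesis made by immature red blood cells, had a median log2 CPM of 6.55 in 32 SS and 2.35 in 34 AA cortex libraries, and of 6.28 in 31 SS and 1.89 in 33 AA hippocampus libraries. The libraries labelled 5844, an AA mouse, had 6.64 in the cortex and 5.80 in the hippocampus. Those labelled 5853, an AA + RSD + minocycline mouse, had 5.63 and 5.47, and those labelled 7078, an SS + RSD + minocycline mouse, had 2.66 and 1.80. On a scale set from 100 genes higher in the control mice's cortex and as many higher in their hippocampus, where the mean control cortex is 0% and the mean control hippocampus 100%, the cortex library labelled 9674, an AA + RSD mouse, lay at 96.6% and its hippocampus library at -1.6%. The other cortex libraries lay between -4.6% and 47.3%, and the other hippocampus libraries between 55.5% and 112.3%. All of these libraries were kept under their labels in the comparisons.

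**Figure D1:**
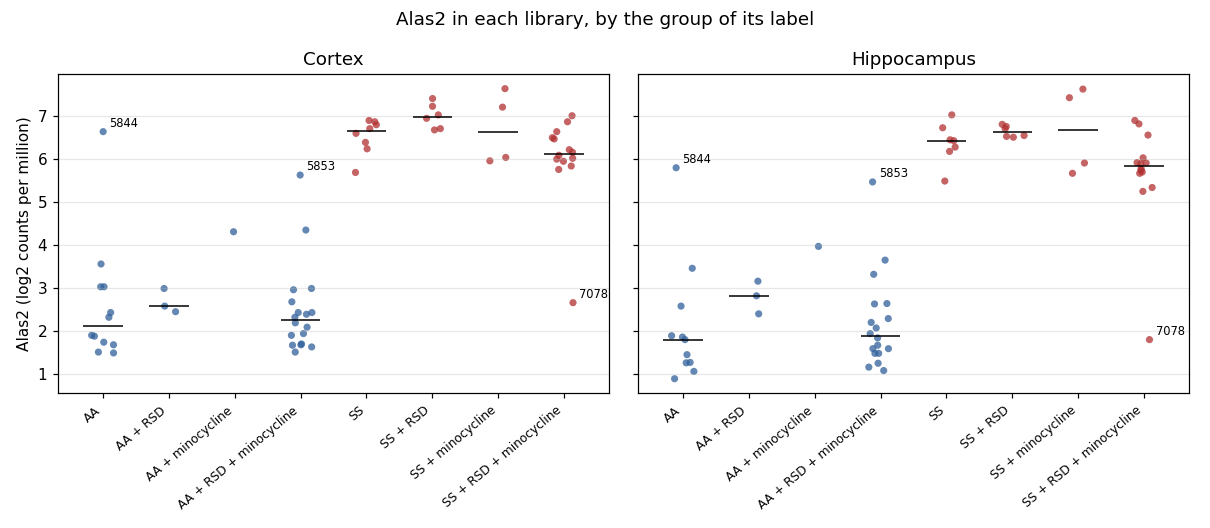
Alas2 level in log2 CPM (vertical axis) of each library by group, with SS mice in red, AA mice in blue and the group median as a black line. SS libraries have medians of 6.55 (cortex) and 6.28 (hippocampus), and the libraries labelled 5844, 5853 and 7078 lie nearer to the other genotype than to their own.

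**Figure D2:**
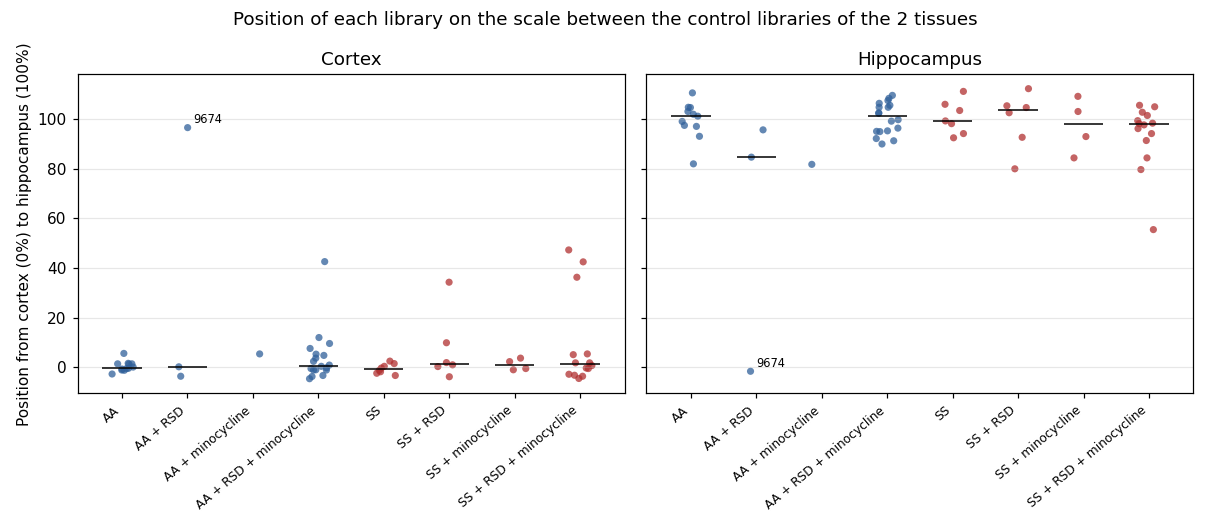
Position of each library on the tissue scale in percent (0% the mean control cortex, 100% the mean control hippocampus) by group, with the group median as a black line. The libraries labelled 9674 lie at 96.6% for the cortex and -1.6% for the hippocampus.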

We then performed bulk RNA sequencing and gene set enrichment analysis (GSEA) to identify the pathways underlying RSD-linked cognitive deficit and neuroinflammation in SCD (Figure 4). Most of the differentially expressed gene sets in the cortex were involved in cognitive function, synaptic structures, neuronal signaling, and inflammation (Figure 4A). 

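In the cortex, SS + RSD mice (n = 6) differed from SS mice (n = 8) in 511 of 19906 genes tested, 56 higher and 455 lower. SS + RSD + minocycline mice (n = 14) differed from SS + RSD mice in 1762 of these genes, 1270 higher and 492 lower. SS + minocycline mice (n = 4) differed from SS mice in 0 genes, with 1406 genes at an unadjusted p under 0.05 where chance gives 995. AA + RSD + minocycline mice (n = 18) differed from AA + RSD mice (n = 3) in 789 of 21927 genes, 366 higher and 423 lower, and in 0 genes without the library labelled 9674, with 2867 at an unadjusted p under 0.05. The balance of higher and lower calls moved with the settings. For SS + RSD against SS mice, edgeR's likelihood-ratio test gave 472 higher and 1040 lower, DESeq2's Wald test 545 higher and 1552 lower and a model of these groups only 1248 higher and 2100 lower. For minocycline in AA + RSD mice the likelihood-ratio and Wald tests gave 950 higher and 614 lower and 1341 higher and 724 lower, and edgeR's quasi-likelihood test with RLE size factors gave 273 higher and 496 lower. This comparison gave, with the number series as a term, 17 higher and 1118 lower, and 88 of the 789 genes were among them. Under the same term, SS + RSD against SS mice gave 0 genes (615 at an unadjusted p under 0.05) and minocycline in SS + RSD mice gave 0 (442). With the share of reads outside annotated genes as a term, these comparisons gave 0 (933) and 4 genes. Within series A alone, 6 SS + RSD and 2 SS mice differed in 1 gene, and within series B alone 2 SS + minocycline and 6 SS mice differed in 7205. Those SS + minocycline libraries were deposited apart from those SS libraries, so that last count cannot be read as an effect of minocycline. SS + RSD and SS + RSD + minocycline mice share no number series, so that comparison has no within-series value. Leaving out each SS + RSD mouse in turn gave, for RSD, 0 genes without mouse 5391, 9615, 9616 or 9621 (4344 to 4811 at an unadjusted p under 0.05), 2 without mouse 5354 and 636 without mouse 5400, and for minocycline 863 to 1444, with the lowest count without mouse 9615. Of 161 tests of gene lists in the cortex, 47 had an adjusted p under 0.05 (23 higher and 24 lower). Of these, 17 held under limma's fry and 5 held under camera with an estimated correlation between genes.

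**Figure D3:**
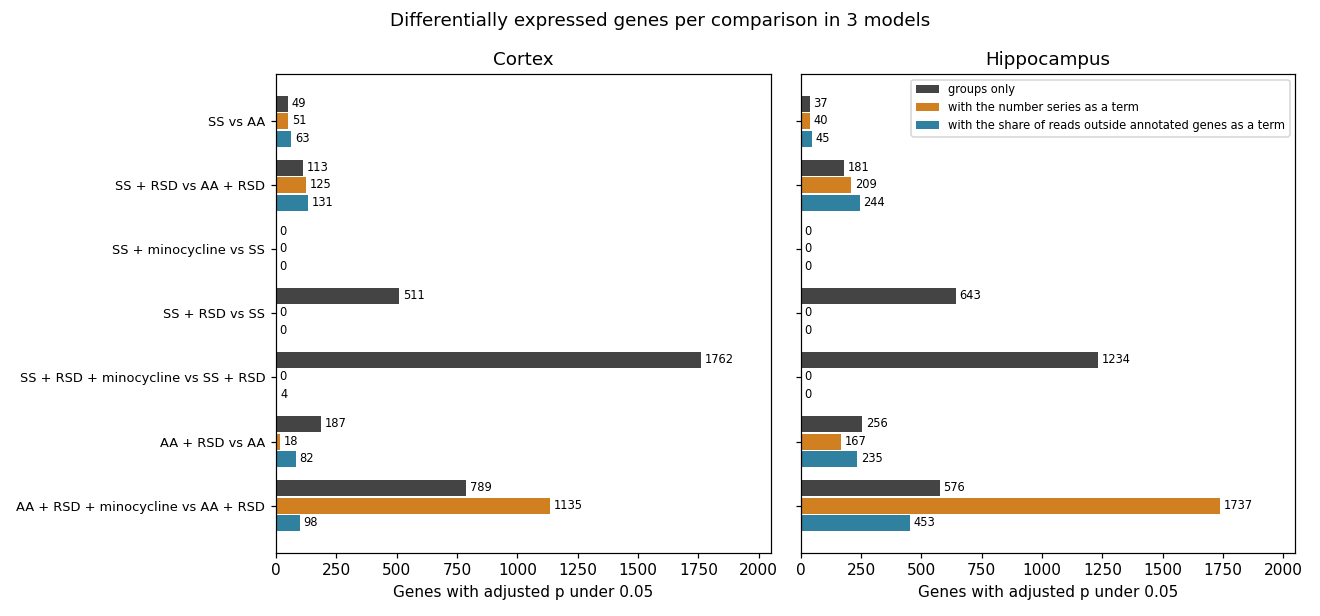
Number of genes with an adjusted p under 0.05 (horizontal axis) in each comparison, in a model of the groups only (dark gray), with the number series as a term (orange) and with the share of reads outside annotated genes as a term (blue). In the cortex, 511 and 1762 genes in the comparisons of SS + RSD with SS mice and of SS + RSD + minocycline with SS + RSD mice each become 0 with the number series as a term.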

Differences between SS and AA healthy control mice were evident both at baseline and after RSD exposure. 

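In the cortex, SS mice (n = 8) differed from AA mice (n = 12) in 49 of 22926 genes tested by edgeR's quasi-likelihood test, 48 higher and 1 lower. Within number series A alone, 2 SS and 4 AA mice differed in 58 genes, and within series B alone 6 SS and 8 AA mice differed in 11. Slc4a1 (ENSMUSG00000006574.16, chromosome 11, 102239650 to 102257029), the anion exchanger of the red blood cell membrane, had 10.8 ± 3.83 CPM in SS and 1.12 ± 2.76 CPM in AA mice, a log2 fold change of 3.26 (standard error 0.59, adjusted p = 0.000879), and 6 of 8 SS mice lay above every AA mouse. Hba-x (ENSMUSG00000055609.9, chromosome 11, 32226400 to 32228116), an embryonic alpha-like globin gene, had 6.71 ± 2.27 and 0.722 ± 1.34 CPM, a log2 fold change of 3.21 (standard error 0.56, adjusted p = 0.000535), with 7 of 8 SS mice above every AA mouse. Ttr (ENSMUSG00000061808.5, chromosome 18, 20797253 to 20807467), which encodes transthyretin, had 148 ± 392 and 12.1 ± 7.96 CPM, a log2 fold change of 3.61 (standard error 0.87, adjusted p = 0.0493), and 2 of 8 SS mice lay above every AA mouse. The SS mouse 9903 had 1120 CPM of Ttr, and the other SS mice had 2.28 to 33.7. When the library labelled 5844 was left out, a choice made after seeing the data, the log2 fold changes of Slc4a1 and Hba-x were 5.06 (adjusted p = 2.21e-10) and 4.27 (adjusted p = 9.68e-08). Ttr was not called without that library (adjusted p = 0.0793) nor without the one labelled 9631 (0.0561). The adjusted p over all alternatives ranged from 2.21e-10 to 0.227 for Slc4a1, from 9.68e-08 to 0.162 for Hba-x and from 0.00405 to 1 for Ttr. After RSD, SS mice (n = 6) differed from AA mice (n = 3) in 113 genes, 22 higher and 91 lower. DESeq2's Wald test gave 28 higher and 66 lower, and a model of these groups only gave 11 higher and 0 lower. Without the library labelled 9674, edgeR called 0 genes, with 670 at an unadjusted p under 0.05.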

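Ccr7 (ENSMUSG00000037944.9, chromosome 11, 99035022 to 99045911), a chemokine receptor, had 0.217 ± 0.0904 CPM in the cortex of SS mice (n = 8) and 0.09 ± 0.0534 CPM in AA mice (n = 12), a log2 fold change of 1.21 (standard error 0.44, adjusted p = 0.574 by edgeR's quasi-likelihood test), with at most 9 counts in any of these libraries. 6 of 8 SS mice lay above every AA mouse, and none of 9 alternatives brought the adjusted p under 0.05. Foxf1 (ENSMUSG00000042812.6, chromosome 8, 121811074 to 121814883), a transcription factor of vascular cells, had 1.67 ± 0.339 and 0.821 ± 0.294 CPM, a log2 fold change of 1.02 (standard error 0.20, adjusted p = 0.00344). 7 of 8 SS mice lay above every AA mouse, and 10 of 12 alternatives called it, with adjusted p values from 0.00017 to 0.447. A list of 22 genes of the blood-brain barrier, of which 22 were tested, was higher in SS mice by limma's camera (adjusted p = 1.26e-07), with a median log2 fold change of 0.29 and 17 genes higher. It held under fry (adjusted p = 0.0145) and not with an estimated correlation between genes (0.0716), and its alternatives ranged from 4.68e-10 to 0.0716. A list of 29 genes of the inflammatory response was higher in 17 of them, with a median log2 fold change of 0.07 and an adjusted p of 0.0504. Its adjusted p was 0.0128 with the number series as a term and 0.000298 with the share of reads outside annotated genes as a term, within a range of 0.000298 to 0.629 over its alternatives.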

We observed that genes connected with blood-brain barrier dysfunction, depressive disorders, and inflammation (*CCR7*, *FOXF1*) were enriched in SS relative to AA mice. 

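In the cortex of SS + RSD mice (n = 6) compared with SS mice (n = 8), Ctnnb1 (ENSMUSG00000006932.18, chromosome 9, 120757422 to 120789579), which encodes beta-catenin, had 489 ± 85.5 and 376 ± 46.4 CPM, a log2 fold change of 0.38 (standard error 0.14, adjusted p = 0.0935 by edgeR's quasi-likelihood test). Csf1r (ENSMUSG00000024621.17, chromosome 18, 61229714 to 61266535), a receptor of microglia whose exons overlap Hmgxb3 on the other strand over 19.8% of its exonic bases, had 132 ± 14.9 and 99.2 ± 13 CPM, a log2 fold change of 0.41 (standard error 0.12, adjusted p = 0.0491), and 6 of 6 SS + RSD mice lay above the SS median. Vcp (ENSMUSG00000028452.8, chromosome 4, 42979412 to 43000527), which overlaps Spata31g1 over 12.6% of its exonic bases, had 355 ± 12.2 and 282 ± 36.1 CPM, a log2 fold change of 0.33 (standard error 0.10, adjusted p = 0.0625). The adjusted p over the alternatives ranged from 0.0265 to 1 for Ctnnb1, where 1 of 15 called it, from 0.0111 to 1 for Csf1r (3 of 15) and from 0.0144 to 1 for Vcp (3 of 15). Of the sirtuin genes, Sirt4 (ENSMUSG00000029524.17, chromosome 5, 115616065 to 115622784) and Sirt7 (ENSMUSG00000025138.15, chromosome 11, 120509197 to 120516066) were lower in SS + RSD mice, with log2 fold changes of -1.11 and -0.75 (adjusted p = 0.0405 for each), 10.1 ± 1.99 against 21.8 ± 6.92 CPM for Sirt4 and 26 ± 2.54 against 43.8 ± 9.24 CPM for Sirt7. Sirt6 (chromosome 10, 81455262 to 81463631) had a log2 fold change of -0.44 (standard error 0.14, adjusted p = 0.0648), with 3 of 15 alternatives calling it. Sirt1 (chromosome 10, 63154581 to 63217483) and Sirt5 (chromosome 13, 43518856 to 43550487) had -0.16 (adjusted p = 0.623) and -0.06 (adjusted p = 0.604), and Sirt2 (chromosome 7, 28466160 to 28488090) and Sirt3 (chromosome 7, 140443577 to 140462311) had 0.24 (adjusted p = 0.127) and 0.24 (adjusted p = 0.222). The direction reversed with the number series as a term for Sirt1 (0.19), Sirt2 (-0.03) and Sirt3 (-0.06), within series A alone for the same genes, with the share of reads outside annotated genes as a term for Sirt1 (0.14), and for no sirtuin gene with RLE size factors or DESeq2. Sirt1 and Sirt4 overlap genes on the other strand over 12.5% and 10.2% of their exonic bases. With the number series as a term, the adjusted p of Csf1r, Sirt4 and Sirt7 was 1 for each. Of the 6 fits that each left out an SS + RSD mouse, 0 called Csf1r, with adjusted p values of 0.0505 to 0.115. Sirt4 (0.0377 to 0.0899) and Sirt7 (0.0377 to 0.0899) were called in 1 fit each, that without mouse 5400, and the directions of these genes held in each of these fits. The SS mice of series A, 5349 and 5353, had 12.8 and 9 CPM of Sirt4, and the other SS mice 22.6 to 28.5. SS + RSD mice had 7.17 to 12.6. For Sirt7 these values were 31.4 and 26.6, 46.3 to 55.3, and 20.1 to 27.2. As a list, the 7 sirtuin genes had a median log2 fold change of -0.16 (5 lower) and an adjusted p of 0.0906 by camera, and 0.0467 without the filter on low counts, in a range of 0.0467 to 0.52 over the alternatives.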

SS + RSD mice show enrichment for genes related to neurodegenerative disease processes (*CTNNB1,* [33] *CSF1R*, *VCP* [34–36]), while sirtuins, which prevent aging and neurocognitive diseases [37, 38], were less enriched. In contrast, no significant changes in gene expression were observed in the AA + RSD group. Additionally, *LDLR* expression (associated with long-term memory) was downregulated in the SS + RSD group compared to the AA + RSD group. Together, these findings support our hypothesis that SS mice might have greater susceptibility to the effects of social stressors such as RSD. Furthermore, SS + RSD + minocycline mice showed enrichment for genes related to synaptic structure and plasticity processes (*BDNF*, *ENTPD1*), while genes associated with cell signaling, immune infiltration, and lipid membrane trafficking (*Adora1, ABDH6*, and *Akt1/2*) were downregulated. 

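In the cortex, AA + RSD mice (n = 3) differed from AA mice (n = 12) in 187 of 21927 genes tested by edgeR's quasi-likelihood test, 176 higher and 11 lower. DESeq2's Wald test gave 89 higher and 23 lower. Without the library labelled 9674, 0 genes were called, with 1148 at an unadjusted p under 0.05. A model of these groups only gave 25 genes, the number series as a term 18, the share of reads outside annotated genes as a term 82, and 3 AA + RSD and 4 AA mice of series A alone 0 (671 at an unadjusted p under 0.05). Ttr had 1730 ± 2974 CPM in AA + RSD and 12.1 ± 8.02 CPM in AA mice, a log2 fold change of 7.15 (standard error 0.93, adjusted p = 1.57e-05). Its level was 5200 CPM in the library labelled 9674, 20.7 in mouse 9643 and 7.04 in mouse 9646. F5 (ENSMUSG00000026579.9, chromosome 1, 163979289 to 164047846), coagulation factor V, had 15.9 ± 26.3 and 0.643 ± 0.338 CPM, a log2 fold change of 4.61 (standard error 0.58, adjusted p = 1.23e-05), and Dsp (ENSMUSG00000054889.11, chromosome 13, 38335230 to 38382553), which encodes desmoplakin, had 20.7 ± 35.5 and 0.603 ± 0.547 CPM, a log2 fold change of 5.08 (standard error 0.81, adjusted p = 0.000289). A730081D07Rik (ENSMUSG00000086693.2, chromosome 13, 41109890 to 41154686), which overlaps Gcnt2 on the other strand over 13.6% of its exonic bases, was lower in AA + RSD mice with 2.23 ± 0.332 against 3.51 ± 0.465 CPM, a log2 fold change of -0.66 (standard error 0.16, adjusted p = 0.0377), and 3 of 3 AA + RSD mice lay below every AA mouse. Znrf1 (ENSMUSG00000033545.15, chromosome 8, 112262729 to 112352662), which overlaps Ldhd on the other strand over 31%, had a log2 fold change of -0.49 (standard error 0.10, adjusted p = 0.00986), and Cdh19 (ENSMUSG00000047216.9, chromosome 1, 110815039 to 110905349) had -0.88 (standard error 0.22, adjusted p = 0.0491). Without the library labelled 9674, the adjusted p of these genes lay between 0.822 and 0.993, and the log2 fold change of Dsp was -1.50. The call of Cdh19 was also lost without mouse 9646 (adjusted p = 0.116) and that of A730081D07Rik without mouse 9643 (0.0736).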

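The difference in the response to RSD between the genotypes was tested as an interaction of genotype and RSD in one model of all groups. In the cortex it was called in 54 of 22926 genes, all with a lower response in SS than in AA mice (edgeR's quasi-likelihood test). Without the library labelled 9674, which is 1 of 3 AA + RSD mice, it was called in 0 genes, with 424 at an unadjusted p under 0.05. Leaving out 1 SS + RSD mouse in turn gave 34 to 54 genes, with the lowest count without mouse 5391 or 9616. From findings that include changes with RSD in SS mice and their absence in AA + RSD mice, the paper proposes that SS mice are more susceptible to social stressors.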

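In the cortex of SS + RSD + minocycline mice (n = 14) compared with SS + RSD mice (n = 6), Bdnf (ENSMUSG00000048482.15, chromosome 2, 109505045 to 109557475), which encodes brain-derived neurotrophic factor and overlaps Gm45346 on the other strand over 13.5% of its exonic bases, had 20.4 ± 4.45 and 35.6 ± 3.23 CPM. Its log2 fold change was -0.80 (standard error 0.13, adjusted p = 0.00332 by edgeR's quasi-likelihood test), and all 14 treated mice lay below every SS + RSD mouse. Entpd1 (ENSMUSG00000048120.17, chromosome 19, 40600810 to 40731585), an enzyme that degrades extracellular ATP, had 12.7 ± 2.79 and 18.4 ± 3.55 CPM, a log2 fold change of -0.53 (standard error 0.13, adjusted p = 0.0151), and 13 of 14 treated mice lay below the SS + RSD median. Akt2 (ENSMUSG00000004056.16, chromosome 7, 27284378 to 27340262) had 95 ± 17.8 and 126 ± 8.28 CPM, a log2 fold change of -0.41 (standard error 0.11, adjusted p = 0.0205). Lower levels that did not pass the adjustment were found for Abhd6 (ENSMUSG00000025277.15, chromosome 14, 14411450 to 14468795), with 52.5 ± 7.71 and 66.1 ± 12.8 CPM and a log2 fold change of -0.33 (standard error 0.11, adjusted p = 0.0515), Adora1 (ENSMUSG00000042429.9, chromosome 1, 134126948 to 134163579), with 225 ± 47.5 and 287 ± 48.2 CPM and -0.35 (standard error 0.13, adjusted p = 0.0751), and Akt1 (ENSMUSG00000001729.15, chromosome 12, 112620248 to 112645654), with 161 ± 13.9 and 185 ± 9.18 CPM and -0.20 (standard error 0.07, adjusted p = 0.0781). Adora1 overlaps Mybph on the other strand over 52.4% of its exonic bases and Akt1 overlaps Siva1 over 42.7%. Over 15 alternatives, 13 called Bdnf, 12 Entpd1, 10 Akt2, 2 Abhd6, 1 Adora1 and 0 Akt1. With the number series as a term, the log2 fold changes of Bdnf, Entpd1 and Akt2 were -0.49, -0.04 and -0.06, each with an adjusted p of 1, and that of Akt1 was 0.06. Bdnf was called in all 6 fits that each left out an SS + RSD mouse. Without mouse 9621, Entpd1 was not called (adjusted p = 0.0502), and Abhd6 (0.0264) and Adora1 (0.0337) were. Akt2 was not called without mouse 5391, 9615 or 9616. Over all alternatives the adjusted p ranged from 0.00336 to 1 for Entpd1, 0.0092 to 1 for Akt2, 0.0264 to 1 for Abhd6 and 0.0337 to 1 for Adora1.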

Notably, excitatory signaling through serotonin receptors (5-HTR 4, 6, and 7), glutamatergic, and dopaminergic synapses was decreased, suggesting minocycline’s role in preventing stress-linked excitotoxicity and neurodegeneration [39, 40]. 

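Htr4 (ENSMUSG00000026322.10, chromosome 18, 62456716 to 62629648) had 2.71 ± 1.61 CPM in the cortex of SS + RSD + minocycline mice and 2.23 ± 1.56 CPM in SS + RSD mice, a log2 fold change of 0.28 (standard error 0.38, adjusted p = 0.669 by edgeR's quasi-likelihood test). Htr6 (ENSMUSG00000028747.11, chromosome 4, 138786811 to 138802923) had 3.83 ± 0.632 and 3.85 ± 0.61 CPM, a log2 fold change that rounds to 0 from below (standard error 0.12, adjusted p = 0.988), and its direction reversed under 9 of 15 alternatives. Htr7 (ENSMUSG00000024798.16, chromosome 19, 35935818 to 36035177) had 11.4 ± 2.04 and 11.4 ± 1.19 CPM, a log2 fold change of 0.01 (standard error 0.10, adjusted p = 0.96), and -0.01 without mouse 9621. 10, 5 and 6 of 14 treated mice lay beyond the SS + RSD median in the direction of the fold change, and the adjusted p ranged from 0.228 to 1, from 0.719 to 1 and from 0.671 to 1 over the alternatives. Together the 3 serotonin receptor genes had a median log2 fold change of 0.01 (adjusted p = 0.83 by camera). With the share of reads outside annotated genes as a term the direction reversed for Htr4 (-0.01), for this list (adjusted p = 0.902) and for the dopaminergic list (adjusted p = 0.735). A list of 23 genes of the glutamatergic synapse had a median of -0.08, with 14 lower and an adjusted p of 0.397, and 1.41e-05 with the share of reads outside annotated genes as a term. A list of 15 genes of the dopaminergic synapse had a median of -0.17, with 11 lower and an adjusted p of 0.583, and with the number series as a term it was higher (adjusted p = 0.0225). The 173 tested genes of the Reactome list of transmission across chemical synapses were lower, with a median of -0.12, 120 genes lower and an adjusted p of 0.0164. That call was lost under fry (0.0628), with an estimated correlation (0.623) and with the number series as a term (0.752). The adjusted p over the alternatives ranged from 1.41e-05 to 0.898 for the glutamatergic, from 0.0225 to 0.938 for the dopaminergic and from 1.32e-05 to 0.752 for the transmission list.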

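In the cortex of SS + RSD + minocycline mice compared with SS + RSD mice, a list of 27 genes of the inflammatory response had a median log2 fold change of -0.26, with 22 genes lower (adjusted p = 0.0249 by limma's camera). A list of 18 genes of microglia had a median of -0.34, with 17 lower (adjusted p = 0.00149), and a list of 11 genes of astrocytes a median of -0.32, with 10 lower (adjusted p = 0.00168). Under fry the adjusted p was 0.0589, 0.13 and 0.00784 for these lists, with an estimated correlation 0.591, 0.658 and 0.407, and with the share of reads outside annotated genes as a term 0.409, 0.999 and 0.0074, with the microglia list reversed. With the number series as a term each list was higher, with an adjusted p of 0.503, 0.0289 and 0.669. Over the alternatives the adjusted p ranged from 0.00441 to 0.591, from 3.21e-05 to 0.999 and from 4.87e-05 to 0.669. The 7 sirtuin genes were higher as a list, with a median of 0.19, 5 genes higher and an adjusted p of 0.0425. The call was lost in a model of these groups only (0.068), with an estimated correlation (0.413), with the number series as a term (0.752) and with the share of reads outside annotated genes as a term (0.0542), in a range of 0.0127 to 0.752. Sirt4 had 21.1 ± 6.13 CPM in SS + RSD + minocycline mice (n = 14) and 10.1 ± 1.99 CPM in SS + RSD mice (n = 6), a log2 fold change of 1.06 (standard error 0.24, adjusted p = 0.0114 by edgeR's quasi-likelihood test). Sirt6 had 18.7 ± 3.72 and 14 ± 1.35 CPM, a log2 fold change of 0.42 (standard error 0.13, adjusted p = 0.037), and Sirt7 had 43.7 ± 9.36 and 26 ± 2.54 CPM, a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.0079). Their log2 fold changes with the number series as a term were -0.21, -0.04 and -0.01. The log2 fold changes of Sirt1, Sirt2, Sirt3 and Sirt5 were 0.16, -0.14, -0.25 and 0.19, with adjusted p values of 0.611, 0.312, 0.155 and 0.084. Those of Sirt1, Sirt2 and Sirt3 reversed as well with the number series as a term (-0.34, 0.24 and 0.16), as did that of Sirt1 with the share of reads outside annotated genes as a term (-0.14). No sirtuin gene changed direction with RLE size factors or DESeq2. Of the 6 fits that each left out an SS + RSD mouse, 6 called Sirt4, 6 Sirt7 and 1 Sirt6 (adjusted p = 0.045 to 0.0842). Sirt6 was not called without the library labelled 7078 either (0.0516), and its adjusted p over the alternatives ranged from 0.0121 to 1. The treated mice were split in these genes. Mice 5801, 5875, 9890 and 9895 had 8.48 to 15.4 CPM of Sirt4, and the other treated mice 22.3 to 27.1. SS + RSD mice had 7.17 to 12.6. For Sirt7 these ranges were 24.7 to 34.2, 44 to 53.6 and 20.1 to 27.2. Leaving out SS + RSD mice does not test this split.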

Pathways linked to inflammation, gliogenesis, and neuronal death were less enriched in SS + RSD + minocycline animals, while sirtuin-related pathways and processes were enriched. 

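In the hippocampus, SS mice (n = 7) differed from AA mice (n = 11) in 37 of 23215 genes tested by edgeR's quasi-likelihood test, 36 higher and 1 lower. 2 SS and 3 AA mice of number series A alone differed in 30 genes, and 5 SS and 8 AA mice of series B alone in 0, with 1036 at an unadjusted p under 0.05. Hba-x had 5.94 ± 3.08 CPM in SS and 0.432 ± 0.696 CPM in AA mice, a log2 fold change of 3.83 (standard error 0.57, adjusted p = 4.57e-05), and all 7 SS mice lay above every AA mouse. Slc4a1 had 10.1 ± 4.16 and 0.938 ± 1.84 CPM, a log2 fold change of 3.44 (standard error 0.59, adjusted p = 0.000431), and Apol11b had 7.89 ± 3.92 and 0.575 ± 1.21 CPM, a log2 fold change of 3.78 (standard error 0.67, adjusted p = 0.000902). The list of blood-brain barrier genes (22 tested) was higher in SS mice, with a median log2 fold change of 0.32, 17 genes higher and an adjusted p of 1.15e-08 by limma's camera, and it held under every alternative, with adjusted p values from 1.71e-10 to 0.0114. The list of the inflammatory response (30 tested) was higher with a median of 0.04, 17 genes higher and an adjusted p of 0.0057. This call was lost under fry (0.297) and with an estimated correlation (0.521), in a range of 0.000222 to 0.521. When the library labelled 5844 was left out, a choice made after seeing the data, the log2 fold changes of Hba-x, Slc4a1 and Apol11b were 4.75, 4.70 and 5.07, with adjusted p values of 4.13e-08, 4.13e-08 and 5.98e-07, within 4.13e-08 to 0.324, 4.13e-08 to 0.553 and 5.98e-07 to 0.448 over the alternatives.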

In the hippocampus, similar trends were observed (Figure 4B), with genes related to abnormal cerebral vasculature, blood-brain barrier dysfunction, and inflammatory processes being more enriched in SS compared to AA mice. 

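In the hippocampus, Maob (ENSMUSG00000040147.15, chromosome X, 16574807 to 16683686), which encodes monoamine oxidase B, had 31.9 ± 8.01 CPM in SS + RSD mice (n = 6) and 31.7 ± 1.41 CPM in AA + RSD mice (n = 3). Its log2 fold change was 0.01 (standard error 0.22, adjusted p = 1 by edgeR's quasi-likelihood test), and over 17 alternatives the log2 fold change lay between -0.13 and 0.10 and the adjusted p was 1 in each. Between these groups 181 of 23215 genes differed, 32 higher and 149 lower, and 4 without the library labelled 9674. A model of these groups only gave 15 higher and 0 lower. Apol11b had 12.1 ± 10.0 and 0.371 ± 0.113 CPM, a log2 fold change of 5.01 (standard error 1.29, adjusted p = 0.0413), Hba-x had 6.25 ± 0.671 and 0.247 ± 0.0635 CPM, 4.70 (standard error 1.09, adjusted p = 0.0194), and Slc4a1 had 12.7 ± 4.61 and 0.496 ± 0.33 CPM, 4.65 (standard error 1.13, adjusted p = 0.0265), each with all 6 SS + RSD mice above every AA + RSD mouse. Among lower genes, Dkkl1 (ENSMUSG00000030792.9, chromosome 7, 44856027 to 44865161) had a log2 fold change of -2.51 (standard error 0.65, adjusted p = 0.0428), Myl4 (ENSMUSG00000061086.13, chromosome 11, 104440903 to 104486603) -2.75 (standard error 0.42, adjusted p = 0.000298) and Rspo1 (ENSMUSG00000028871.8, chromosome 4, 124879876 to 124902892) -2.38 (standard error 0.60, adjusted p = 0.0367). Without the library labelled 9674, the adjusted p was 1 for each of these lower genes and 0.88, 0.574 and 0.521 for Apol11b, Hba-x and Slc4a1. Of the fits that each left out 1 of 3 AA + RSD mice, 0 called Apol11b, 1 Hba-x and 0 Slc4a1, and of those that each left out 1 of 6 SS + RSD mice, 1, 6 and 6 did, with 6 calling Myl4, 1 Dkkl1 and 1 Rspo1. Both were called without mouse 9621, where Dkkl1 was at -3.21. Leaving out an SS + RSD mouse gave 74 to 274 genes in all, with the lowest count without mouse 5391 and the highest without mouse 9621.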

In SS + RSD mice, genes related to brain development (*MAOB*) and neurodegeneration were significantly enriched compared to AA + RSD mice. Furthermore, SS + RSD mice showed significant enrichment of genes negatively associated with forebrain morphogenesis and neurogenesis and positively associated with inflammation. 

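In the hippocampus of SS + RSD mice (n = 6) compared with SS mice (n = 7), the list of the inflammatory response (28 genes tested) had a median log2 fold change of 0.34, with 23 genes higher and an adjusted p of 0.0569 by limma's camera. Without the filter on low counts the adjusted p was 0.00711, and in a model of these groups only it was 0.0418, within 0.00711 to 0.63 over the alternatives. The microglia list (18 genes) had a median of 0.36, with 17 higher and an adjusted p of 0.00199, and was no longer called under fry (0.274), with an estimated correlation (0.567) or with the share of reads outside annotated genes as a term (0.0905), within 9.74e-05 to 0.996. Both lists were lower with the number series as a term, with adjusted p values of 0.415 and 0.996. Of single genes, Kcnh5 (ENSMUSG00000034402.4, chromosome 12, 74942354 to 75224151), a potassium channel, had 6.5 ± 1.95 CPM in SS + RSD and 3.21 ± 1.23 CPM in SS mice, a log2 fold change of 1.01 (standard error 0.27, adjusted p = 0.0439 by edgeR's quasi-likelihood test), and all 6 SS + RSD mice lay above every SS mouse. Chrm3 (ENSMUSG00000046159.17, chromosome 13, 9925522 to 10410883), a muscarinic receptor, had a log2 fold change of 0.42 (standard error 0.09, adjusted p = 0.038), likewise without overlap of the groups, and Zfp106 (ENSMUSG00000027288.17, chromosome 2, 120336470 to 120394360), which overlaps Capn3 on the other strand over 16.1% of its exonic bases, had 0.42 (standard error 0.12, adjusted p = 0.0447). Lower genes were Muc3a (chromosome 5, 137243270 to 137246852) with -3.21 (standard error 0.78, adjusted p = 0.041), A230103L15Rik (chromosome 7, 58977066 to 58980937) with -3.05 (standard error 0.79, adjusted p = 0.043), and Gm37206 (chromosome 19, 4812131 to 4815199), which lies within exons of Rbm4b on the other strand over 100% of its bases, with -2.47 (standard error 0.64, adjusted p = 0.0432). The adjusted p of these genes with the number series as a term lay between 0.761 and 0.982, and Muc3a (0.51) and A230103L15Rik (0.16) reversed. Of the 6 fits that each left out an SS + RSD mouse, 1 called each of these genes, that without mouse 5400, and in the others their adjusted p lay between 0.0718 and 0.121.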

Taken together, our results suggest that minocycline may help prevent imbalances in synaptic activity and functional decline in SS mice exposed to stress.

**FIGURE 4:**
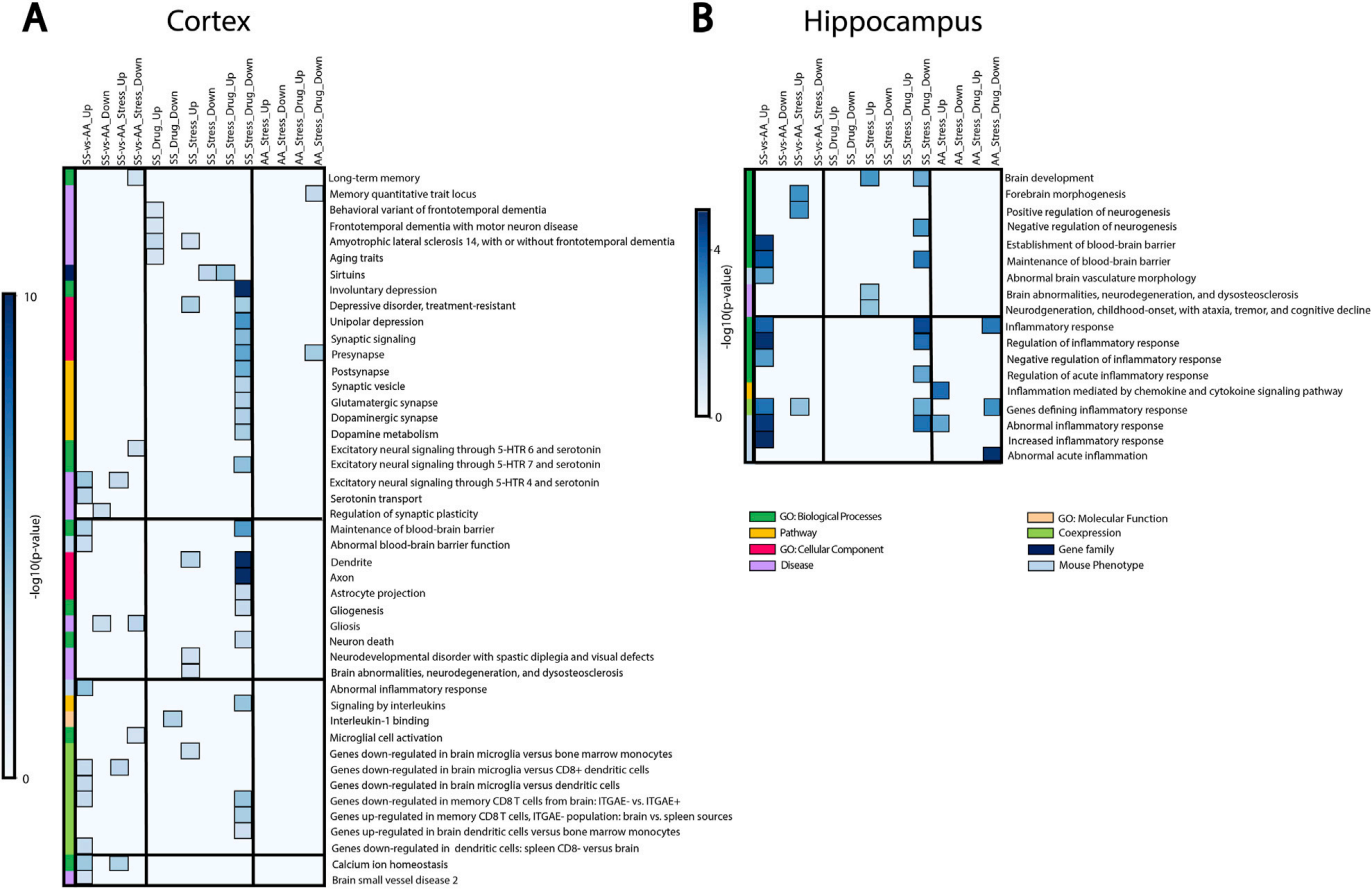
Gene set enrichment analysis showing how RSD and minocycline affect pathways, biological processes, and diseases related to cognitive function, brain development, and inflammation. SS-vs-AA_UP: genes enriched in control SS mice compared to control AA mice. SS-vs-AA_DOWN: genes downregulated in control SS mice compared to control AA mice. SS-vs-AA_Stress_UP: genes enriched in SS mice exposed to RSD compared to AA mice exposed to RSD. SS-vs-AA_Stress_DOWN: genes downregulated in SS mice exposed to stress compared to AA mice exposed to stress. SS_Drug_UP: genes enriched in SS mice treated with minocycline compared to control SS mice. SS_Drug_DOWN: genes downregulated in SS mice treated with minocycline compared to control SS mice. SS_Stress_UP: genes enriched in SS mice exposed to RSD compared to control SS mice. SS_Stress_DOWN: genes downregulated in SS mice exposed to RSD compared to control SS mice. SS_Stress_Drug_UP: genes enriched in SS mice exposed to stress and treated with minocycline compared to SS mice exposed to stress only. SS_Stress_Drug_DOWN: genes downregulated in SS mice exposed to stress and treated with minocycline compared to SS mice exposed to stress only. AA_Stress_UP: genes enriched in AA mice exposed to RSD compared to control AA mice. AA_Stress_DOWN: genes downregulated in AA mice exposed to RSD compared to control AA mice. AA_Stress_Drug_UP: genes enriched in AA mice exposed to stress and treated with minocycline compared to AA mice exposed to stress only. AA_Stress_Drug_DOWN: genes downregulated in AA mice exposed to stress and treated with minocycline compared to AA mice exposed to stress only.

Because sphingolipids play important roles in neurological function and immune signaling, we investigated their potential connection to neuroinflammation and cognitive deficits induced by social stress in SCD. GSEA analysis was performed to evaluate enrichment of sphingolipid-related pathways in the cortex (Figure 5A) and hippocampus (Figure 5C), while liquid chromatography-mass spectrometry (LC-MS) was used to quantify the concentrations of sphingolipids found in these two brain regions (Figures 5B, D).

**FIGURE 5:**
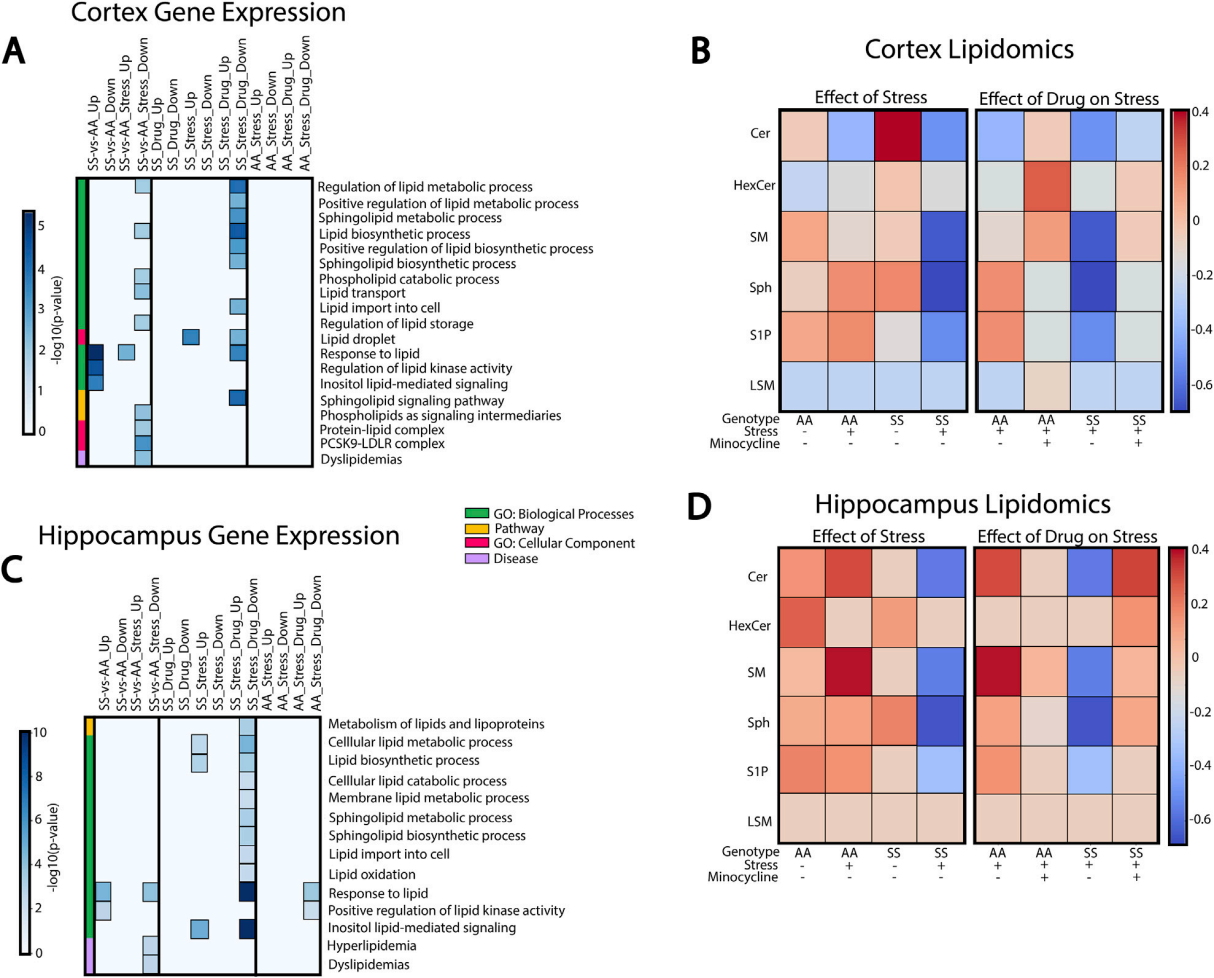
Sphingolipids and lipid metabolism in RSD-mediated inflammation and cognitive impairment. **(A)** Cortex GSEA results of RSD exposure and minocycline-treated mice. **(B)** Mass spectrometry characterization of sphingolipid species found in the cortex. **(C)** Hippocampus GSEA results of RSD exposure and minocycline-treated mice. **(D)** Mass spectrometry characterization of sphingolipid species in the hippocampus.

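Among the genes that differed between SS + RSD and AA + RSD mice in the cortex, Slc4a1 had 16.2 ± 5.81 CPM in SS + RSD mice (n = 6) and 0.427 ± 0.122 CPM in AA + RSD mice (n = 3), a log2 fold change of 5.22 (standard error 1.21, adjusted p = 0.0188 by edgeR's quasi-likelihood test). Apol11b (ENSMUSG00000091694.10, chromosome 15, 77518146 to 77527487), an apolipoprotein gene, had 16 ± 12.9 and 0.367 ± 0.0863 CPM, a log2 fold change of 5.42 (standard error 1.37, adjusted p = 0.043), and Hba-x had a log2 fold change of 4.74 (standard error 1.12, adjusted p = 0.0223). For each of these genes, 6 of 6 SS + RSD mice lay above every AA + RSD mouse. Lower genes were led by Ttr, with 7.03 ± 4.07 CPM in SS + RSD and 1742 ± 2993 CPM in AA + RSD mice and a log2 fold change of -7.95 (standard error 1.48, adjusted p = 0.00125), Kl (ENSMUSG00000058488.8, chromosome 5, 150876072 to 150917284), with 3.89 ± 1.44 and 45.5 ± 74.4 CPM and -3.55 (standard error 0.60, adjusted p = 0.00027), and Lct (ENSMUSG00000026354.9, chromosome 1, 128212493 to 128256055), with 1.5 ± 0.333 and 14.5 ± 21.9 CPM and -3.27 (standard error 0.45, adjusted p = 7.83e-06). The SDs of these genes in AA + RSD mice come from the library labelled 9674. Without it, the adjusted p was 1 for each and the log2 fold change of Kl was 0.57. The adjusted p of Slc4a1, Apol11b and Hba-x was 0.818, 0.931 and 0.628 without that library. Of the fits that each left out 1 of 3 AA + RSD mice, 0 called Slc4a1, 0 Apol11b and 0 Hba-x, and of those that each left out 1 of 6 SS + RSD mice, 6, 2 and 6 did. Over all their alternatives the adjusted p ranged from 0.00011 to 0.818 for Slc4a1 and from 1.26e-05 to 1 for Ttr.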

In the cortex (Figure 5A), AA and SS mice have significantly different gene expression profiles with and without stress exposure. SS mice exhibit enriched processes related to lipid stimulus responses and lipid kinase activity regulation compared to AA mice. Conversely, processes related to lipid synthesis, metabolism, transport, and storage were downregulated in SS mice. 

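In the cortex of SS mice (n = 8) compared with AA mice (n = 12), a list of 23 genes of cholesterol and lipid synthesis was lower, with a median log2 fold change of -0.10, 17 genes lower and an adjusted p of 0.00389 by limma's camera. The call was lost under fry (0.32) and with an estimated correlation between genes (0.52), and the adjusted p ranged from 0.000708 to 0.52 over the alternatives. The Reactome list of metabolism of lipids and lipoproteins, of which 426 genes were tested, had a median of -0.02, with 243 genes lower and 183 higher and an adjusted p of 0.291 (0.0798 to 0.857 over the alternatives).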

In SS + RSD + minocycline mice, we observed substantial changes in sphingolipid-related pathways and processes. Processes governing lipid metabolism, transport, and storage, including sphingolipids, are downregulated in SS + RSD + minocycline mice compared to SS + RSD mice. 

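In the cortex of SS + RSD + minocycline mice (n = 14) compared with SS + RSD mice (n = 6), the Reactome list of metabolism of lipids and lipoproteins (408 genes tested) had a median log2 fold change of -0.11, with 276 genes lower and 132 higher, 14 and 17 of them past the threshold on their own. Its adjusted p was 0.0804 by limma's camera, 0.00784 by fry, 0.0213 without the filter on low counts and 0.0457 in a model of these groups only, and the alternatives ranged from 0.00784 to 0.52. The list was higher with the number series as a term (adjusted p = 0.442).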

Overall, genes associated with sphingolipid signaling and metabolism pathways were also downregulated. In particular, SS + RSD + minocycline mice showed lower expression of genes associated with ceramide (Cer) metabolism, including *de novo* cer synthesis (*Elovl4*, *Slc1a4*) [41], degradation of sphingomyelin (SM) into cer via the salvage pathway (*SMPD1*), and synthesis of ceramide-derived sphingolipids like sphingosine-1-photphate (S1P) (via *Sphk1*) and complex gangliosides (via *ST3GAL2*) [42].

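A list of 48 genes of sphingolipid metabolism had a median log2 fold change of -0.13 in the cortex of SS + RSD + minocycline mice compared with SS + RSD mice, with 33 genes lower, 3 of them past the threshold on their own, and an adjusted p of 0.286 by limma's camera. The Reactome list of sphingolipid metabolism (58 genes tested) had a median of -0.09, with 43 lower, 1 of them past the threshold, and an adjusted p of 0.274. By fry both lists were lower, with adjusted p values of 0.0332 and 0.0253, and the alternatives ranged from 0.0332 to 0.951 and from 0.0253 to 0.612. The direction of both reversed with the number series as a term, where the adjusted p was 0.951 and 0.422.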

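Of the genes of ceramide metabolism in the cortex, St3gal2 (ENSMUSG00000031749.13, chromosome 8, 111646367 to 111699497) had 98.7 ± 9.66 CPM in SS + RSD + minocycline mice (n = 14) and 125 ± 3.77 CPM in SS + RSD mice (n = 6), a log2 fold change of -0.34 (standard error 0.07, adjusted p = 0.0079 by edgeR's quasi-likelihood test), and 13 of 14 treated mice lay below every SS + RSD mouse. Slc1a4 (ENSMUSG00000020142.13, chromosome 11, 20252180 to 20282774) had 69.7 ± 5.94 and 83.7 ± 7 CPM, a log2 fold change of -0.26 (standard error 0.06, adjusted p = 0.0142). Elovl4 (ENSMUSG00000032262.14, chromosome 9, 83660744 to 83688430) had 48.5 ± 5.74 and 57.5 ± 3.4 CPM, a log2 fold change of -0.24 (standard error 0.08, adjusted p = 0.0392). Smpd1 (ENSMUSG00000037049.10, chromosome 7, 105203564 to 105207597) had 119.5 ± 15.8 and 152 ± 20.5 CPM, a log2 fold change of -0.34 (standard error 0.11, adjusted p = 0.0497). Sphk1 (ENSMUSG00000061878.17, chromosome 11, 116421751 to 116427501) had 2.55 ± 1.03 and 3.95 ± 1.21 CPM, a log2 fold change of -0.62 (standard error 0.24, adjusted p = 0.0918), and did not pass the adjustment. 14, 14, 13, 14 and 12 of 14 treated mice lay below the SS + RSD median of St3gal2, Slc1a4, Elovl4, Smpd1 and Sphk1. Of 15 alternatives, 13, 10, 6, 5 and 0 called them, and with the number series as a term the adjusted p was 1 for each and the log2 fold change of Smpd1 was 0.15. The fits that each left out an SS + RSD mouse called St3gal2 in 6, Slc1a4 in 3, Elovl4 in 0 and Smpd1 in 1 of 6, with adjusted p values of 0.0133 to 0.0236, 0.0205 to 0.097, 0.0523 to 0.144 and 0.0406 to 0.256. The call of Smpd1 was lost without the library labelled 7078 as well (0.0603, in a range of 0.0267 to 1 over the alternatives).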

We analyzed LC-MS results to identify a link between pathway enrichment/gene expression and lipidomics profile in the cerebral cortex or hippocampus. In Figure 5B, we found that AA mice had higher levels of Cer and SM and lower levels of hexosylceramide (HexCer), sphingosine (Sph), and S1P compared to AA + RSD mice. Interestingly, SS mice, with or without exposure to RSD, had the highest level of Cer of the two genotypes compared to their AA counterparts. Also, SS mice had higher levels of HexCer, SM, Sph, and S1P compared to SS + RSD mice. This later point may indicate that exposure to RSD/social stress alters the sphingolipid profile by potentially decreasing enzymatic activity in the sphingolipid and thus sphingomyelin biosynthetic and degradation pathways. Minocycline treatment had a significant impact on the sphingolipid profile. Minocycline treatment significantly impacted the sphingolipid profile, with AA + RSD + minocycline mice showing increased Cer, HexCer, SM, and LSM levels and decreased Sph and S1P levels compared to AA + RSD mice. Similarly, SS + RSD + minocycline mice had higher SM, Sph, and S1P levels and lower LSM levels compared to SS + RSD. Overall, these findings suggest that minocycline may restore sphingolipid enzymatic activity perturbed by social stress, which could be one mechanism of its benefit.

Likewise, GSEA and LC-MS analyses of hippocampal tissue showed differential expression of genes involved in critical biological processes between AA and SS mice, as well as between SS + RSD and SS mice (Figure 5C). Specifically, SS + RSD + minocycline mice exhibited downregulation of processes related to lipid metabolism, synthesis, and transport of lipid species (including sphingolipids) and responses to lipid stimuli compared to SS + RSD mice. 

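In the hippocampus, SS + RSD mice (n = 6) differed from SS mice (n = 7) in 643 of 20701 genes tested, 20 higher and 623 lower (edgeR's quasi-likelihood test). With the number series as a term 0 genes were called, with 1328 at an unadjusted p under 0.05, and with the share of reads outside annotated genes as a term 0, with 1954. 6 SS + RSD and 2 SS mice of number series A alone gave 0 genes (984 at an unadjusted p under 0.05), a model of these groups only gave 1462, and without the filter on low counts 0 were called (5133). Leaving out each SS + RSD mouse in turn gave 903 genes without mouse 5400 and 0 without any other (3447 to 4046 at an unadjusted p under 0.05). Of 161 tests of gene lists in the hippocampus, 49 had an adjusted p under 0.05 by camera (28 higher and 21 lower), of which 14 held under fry and 6 with an estimated correlation between genes.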

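SS + RSD + minocycline mice (n = 14) differed from SS + RSD mice (n = 6) in 1234 of 20701 genes in the hippocampus, 1010 higher and 224 lower by edgeR's quasi-likelihood test. Without the library labelled 7078, 774 genes were called. Leaving out each SS + RSD mouse in turn gave 2 genes without mouse 5354, 7 without mouse 5391, 1321 without mouse 5400, 16 without mouse 9615, 129 without mouse 9616 and 430 without mouse 9621. A term for the number series left 0 called (2898 at an unadjusted p under 0.05), and with the share of reads outside annotated genes as a term 0 (1453). The Reactome list of metabolism of lipids and lipoproteins (419 genes tested) was lower in treated mice, with a median log2 fold change of -0.08, 280 genes lower and an adjusted p of 0.0376 by limma's camera, 0.144 by fry, 0.521 with an estimated correlation and 0.485 with the number series as a term, where it was higher, in a range of 0.0063 to 0.521. The list of cholesterol and lipid synthesis was lower with a median of -0.14, 19 of 23 genes lower and an adjusted p of 0.0107, 0.0523 by fry. The lists of sphingolipid metabolism had medians of -0.07 (49 genes, 34 lower) and -0.05 (Reactome, 60 genes, 42 lower) and adjusted p values of 0.291 and 0.252, with 0.0811 to 0.589 and 0.0672 to 0.63 over the alternatives, and with the number series as a term both were higher.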

Notably, several genes responsible for inhibiting (1) *de novo* ceramide synthesis (*ORMDL2*/*ORMDL3*) [43], (2) breaking down lysosomal sphingomyelin to ceramide (*SMPD1*), (3) synthesizing gangliosides from ceramide (*ST3GAL2*/*ST3GAL3*) [42], and (4) converting S1P to sphingosine (*PLPP3*) were significantly less enriched compared to SS + RSD [44]. 

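In the hippocampus of SS + RSD + minocycline mice (n = 14) compared with SS + RSD mice (n = 6), Ormdl2 (ENSMUSG00000025353.6, chromosome 10, 128652487 to 128657521), which overlaps Dnajc14 on the other strand over 56.6% of its exonic bases, had 4.41 ± 1.41 and 7.5 ± 2.19 CPM, a log2 fold change of -0.77 (standard error 0.23, adjusted p = 0.0459 by edgeR's quasi-likelihood test). St3gal2 had 116 ± 11.2 and 138 ± 12.4 CPM, a log2 fold change of -0.26 (standard error 0.07, adjusted p = 0.0423). St3gal3 (ENSMUSG00000028538.13, chromosome 4, 117789348 to 117992380) had 45.6 ± 5.08 and 54.2 ± 6.24 CPM, a log2 fold change of -0.25 (standard error 0.09, adjusted p = 0.0695), and Smpd1 had 101 ± 16.1 and 126 ± 10.9 CPM, a log2 fold change of -0.31 (standard error 0.12, adjusted p = 0.0895). Plpp3 (ENSMUSG00000028517.9, chromosome 4, 105014421 to 105089964), which overlaps Gm29838 on the other strand over 13.3%, had 274 ± 24.3 and 309.9 ± 18 CPM, a log2 fold change of -0.18 (standard error 0.07, adjusted p = 0.101), and Ormdl3 (ENSMUSG00000038150.8, chromosome 11, 98472081 to 98478194) had 56.2 ± 9.63 and 69.8 ± 11 CPM, a log2 fold change of -0.31 (standard error 0.12, adjusted p = 0.104). 14, 13, 13, 13, 13 and 13 of 14 treated mice lay below the SS + RSD median of Ormdl2, St3gal2, St3gal3, Smpd1, Plpp3 and Ormdl3, and 4, 5, 1, 2, 1 and 0 of 15 alternatives called them. Their log2 fold changes were, with the number series as a term, 0.25, 0, 0.11, 0.35, 0.17 and 0.16, with adjusted p values from 0.369 to 0.995. Of the 6 fits that each left out an SS + RSD mouse, 0 called Ormdl2 (adjusted p = 0.0548 to 0.135) and 0 St3gal2 (0.0536 to 0.0892), and neither was called without the library labelled 7078 (0.0618 and 0.0504).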

We noted that some genes involved in the response to lipid stimuli process (*CD38, CX3CR1*, and *TLR2*) and downregulated in SS + RSD + minocycline mice encode surface receptors found on microglia and lymphoid cells [45–48], potentially explaining the reduced neuroinflammation, neurodegeneration, and improved cognitive function observed in the treated mice in our study [48, 49].

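In the hippocampus of SS + RSD + minocycline mice compared with SS + RSD mice, Cx3cr1 (ENSMUSG00000052336.8, chromosome 9, 119877749 to 119898945), the fractalkine receptor of microglia, had 53.6 ± 7.59 and 69.9 ± 6.33 CPM, a log2 fold change of -0.38 (standard error 0.10, adjusted p = 0.0269 by edgeR's quasi-likelihood test), and all 14 treated mice lay below every SS + RSD mouse. Tlr2 (ENSMUSG00000027995.11, chromosome 3, 83743576 to 83749074) had 1.22 ± 0.379 and 2.39 ± 1.73 CPM, a log2 fold change of -0.98 (standard error 0.27, adjusted p = 0.033), and Cd38 (ENSMUSG00000029084.6, chromosome 5, 44025875 to 44069717) had 7.91 ± 1.86 and 11.3 ± 3.48 CPM, a log2 fold change of -0.52 (standard error 0.14, adjusted p = 0.0358). Of 15 alternatives, 9 called Cx3cr1, 7 Tlr2 and 6 Cd38, and with the number series as a term their log2 fold changes were -0.08, -0.30 and -0.42, with adjusted p values of 0.869, 0.855 and 0.544. Of the 6 fits that each left out an SS + RSD mouse, 2 called Cx3cr1 (0.0313 to 0.0787), 1 Tlr2 (0.0238 to 0.217) and 1 Cd38 (0.0483 to 0.141). Mouse 9615 had 5.67 CPM of Tlr2 and the other SS + RSD mice 1.21 to 2.35, and without mouse 9615 the log2 fold change of Tlr2 was -0.49 (adjusted p = 0.217). The microglia list was lower, with 18 of 18 genes lower, a median of -0.44 and an adjusted p of 0.000324 by limma's camera. By fry its adjusted p was 0.159 and with an estimated correlation 0.521. With the share of reads outside annotated genes as a term it was 0.139, and with the number series as a term the list was higher (0.262), in a range of 8.67e-06 to 0.521. Over both tissues, the paper's text names single genes, or signaling through them, with a direction in 30 pairs of gene and comparison tested here. The direction, read before rounding, was the stated one in 26 of these. They include Htr6 and Maob, both near 0, and Maob reversed under 5 of 17 alternatives. Of the 30 pairs, 14 had an adjusted p under 0.05 over all genes tested, 12 of them in the stated direction. When adjusted over the list alone, which also holds Sirt1 to Sirt7 in the cortex comparisons of RSD and of minocycline in SS mice, 26 of the 30 were called, 24 in the stated direction. Because the study drew its statements from the same samples, none of these counts is independent evidence. With the number series as a term 1 was called over all genes and 23 kept their direction before rounding, with Abhd6 in the cortex and St3gal2 in the hippocampus near 0.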

As before, we examined the link between gene-set enrichment and concentrations of sphingolipid, this time in the hippocampus. Results from the LC-MS analyses of hippocampal tissue showed contrasting levels compared to the cortex, especially in AA mice, with higher sphingolipid levels (Figure 5D). AA + RSD mice had elevated Cer and SM levels but lower HexCer, Sph, and S1P levels. Also, SS mice had lower levels of Cer, HexCer, SM, and S1P, except Sph, compared to AA mice. SS + RSD mice had reduced levels of all sphingolipids, particularly Sph. AA + RSD + minocycline mice showed decreased levels of Cer, SM, Sph, and S1P. SS + RSD + minocycline mice exhibited higher levels of all sphingolipids compared to SS + RSD mice, except for LSM, which remained consistent across all groups.

## Discussion

In this study, we sought to understand how RSD affects cognitive function (with or without treatment) in male humanized Townes sickle mice compared to control (treated and untreated) mice. Our findings presented above and the online Supplementary Material support our stated hypothesis and show that social stressors (RSD) impair cognitive functions in sickle mice, similar to what was described among children with SCD by King et al. [14, 15] It also provides some mechanistic insight in showing that neuroinflammation and possibly depression of neurogenesis (Figure 3), with a shift towards astrogliogenesis (Supplementary Figure S2), may be among the underlying mechanisms. In our prior work, we showed that 13-month-old Townes sickle mice had more severe cognitive and neurobehavioral deficits and abnormal neuroplasticity [29]. The findings from that study motivated this work in understanding why children with SCD living in a socially stressful environment have more severe manifestations of cognitive deficit. Thus, we additionally showed that minocycline treatment alleviates neuroinflammation, improved neurogenesis and thus, leads to better cognitive and neurobehavioral functions as well as improvement in relevant molecular and cellular phenotypes.

It is known that individuals with SCD experience cognitive and neurobehavioral (anxiety and depression) deficits observed in early childhood, adolescents, and adults [50, 51]. We saw sickle mice exhibit cognitive and neurobehavioral deficits after being exposed to social stress, recapitulating what was described in children with SCD. In these children, it was shown that the presence of cognitive deficit was associated with “biological factors” such as severity of anemia and presence of silent cerebral infarct (SCI) or stroke [52–54]. However, King et al [14, 15] demonstrated more severe evidence of cognitive deficit in children without SCI but who were exposed to social stress in the form of low parental socioeconomic status. This and the report by Andreotti et al. [55], were essentially recapitulated in our study, which showed one or more mechanisms that may underlie the development of cognitive deficit in children with SCD.

In our study, evaluating the hippocampus and dentate gyrus revealed the presence of evidence of neuroinflammation in sickle mice at baseline, i.e., without exposure to RSD. We noted that sickle cell mice exposed to stress had higher densities of “activated microglia” and CD45^+^ “bone-marrow-derived” microglia compared to control mice or sickle cell mice exposed to stress and treated with minocycline. These findings are of particular interest as increased microglia activation or overactive microglia undergoes phenotypical and functional changes, often resulting in increased pro-inflammatory cytokine secretion and increased phagocytosis. These activities have been shown to be involved in the mechanism of cognitive impairment and cause neurobehavioral changes (anxiety and anhedonia) [56–58]. Additionally, studies have shown that peripheral mononuclear cells aka “bone-marrow-derived” microglia, infiltrate the brain parenchyma after psychological stress and further lead to neuroinflammation, anxiety, and memory deficit [59]. Taken together, this suggests that social stress promotes peripheral immune cell infiltration regardless of genotype, but more so in sickle cell, which is already in a pro-inflammatory state. In our study, we did not see increased lymphocyte densities in sickle mice exposed to stress; however, we did note that sickle mice overall, without exposure to RSD, had higher T and B cell densities as well as a higher density of “bone-marrow-derived” microglia compared to AA control mice. These observations support our assertion of a background neuroinflammation in SCD, which was accentuated by exposure to RSD, leading to cognitive deficit. Additionally, recent studies have reported that B cells contribute to neuroinflammation via peripheral immune mechanisms through the production of pro-inflammatory cytokines and antibodies, while effector T cells interaction with microglia can further promote inflammation [60, 61]. This may explain why we observed a higher density of T cells with RSD exposure but did not observe a higher density of B cells. Furthermore, the presence of a higher density of peripheral immune cells in the brain in sickle cell mice indicates their possible role in SCD-related neuroinflammation even in the absence of social stress. We did not adequately examine the presence of T or B cells, for instance, in our prior study; however, it is conceivable to assume they were involved in our observation [29]. Overall, these findings illustrate the potential cellular mechanisms that contribute to cognitive deficits in sickle cell mice exposed to stress and could underlie the observation among SCD patients exposed to social stress, such as lower individual or parental socioeconomic status.

Chronic social stress modulates neurogenesis by decreasing neuron proliferation, resulting in modifications to hippocampal synaptic signaling and plasticity [62]. However, the effect of stress on neurogenesis in SCD is still unknown. In our study, we noted that neural progenitor cells (NPCs) in the dentate gyrus of sickle mice exposed to RSD shifted more (in their differentiation) towards astrogliogenesis as opposed to mature neurons. It has been documented that minocycline improves neurogenesis and mitigates the gliogenic effect of inflammatory cytokines on NPCs [63–66]. This was also observed in our study, where we noted that SS + RSD + minocycline mice had significantly higher densities of adult-born neurons, lower densities of new astrocytes, and lower densities of proinflammatory cells in the hippocampus/DG compared to SS + RSD mice. Intriguingly, minocycline treatment of AA mice led to increased NPC density as well, but not on density of adult-born neurons. The analysis of bulk RNA sequencing and lipidomics supported our other findings that exposure to RSD/social stressors negatively affects the brain, leading to structural remodeling, particularly in SS mice. Treatment with minocycline led to a unique enrichment signature in the cortex of SS mice exposed to stress, where genes associated with cerebral structure remodeling, blood-brain barrier integrity, brain development, neurogenesis, and inflammation were down-regulated in SS + RSD + minocycline mice.

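The list of blood-brain barrier genes was lower in the cortex of SS + RSD + minocycline mice (n = 14) than in SS + RSD mice (n = 6), with a median log2 fold change of -0.20 and 17 of 22 genes lower (adjusted p = 0.0159 by limma's camera and 0.0104 by fry). The call was lost with an estimated correlation between genes (0.43) and with the number series as a term (0.0679), within 0.000369 to 0.43 over the alternatives.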

Together, these results support minocycline’s function in preventing neuroinflammation, evidence of neurodegeneration, and cognitive deficit in SS mice exposed to stress and suggest that these might underly the mechanism of social stress-related cognitive deficit in SCD.

## Conclusions and limitations

We have attempted to show some of the underlying mechanisms of how RSD affects cognitive deficits in SCD mice exposed to social stress. We showed that the development of cognitive deficit is in part driven by “activation” of resident immune cells and/or infiltration of peripheral immune cells, astrogliogenesis, changes to lipid metabolism, and the transcriptome. Finally, we demonstrated that treatment with minocycline (which is anti-neuroinflammatory and a sphingomyelinase inhibitor) mitigated the presence of cognitive deficit, possibly by blocking neuroinflammation and shifting NPCs towards neurogenesis. It also supports a favorable lipidomics and transcriptomic profile that promotes neurogenesis and synaptogenesis as well as synaptic plasticity but is anti-excitotoxic and anti-neuroinflammatory.

One limitation of our study is that we used the RSD paradigm, which is likely not representative of the way individuals with sickle cell disease are exposed to social stress in everyday life. Related to this is the fact that this form of stress is more easily carried out in male mice, limiting the conclusions that could be drawn from our study. To the later point, we are now working on a chronic stress model using the social disruption paradigm, which allows us to use both male and female mice. We hope to share the result of this new approach in future publications. Another limitation is the imbalance in the number of mice. There was sample attrition due to mortality; however, this did not confound the direction of the observation.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material

## References

[1] SteinerCAMillerJL. Statistical brief #21: sickle cell disease patients in U.S. Hospitals. In: Healthcare cost and utilization project. Rockville (MD): Agency for healthcare research and quality. (2004).21938835

[2] KatoGJPielFBReidCDGastonMHOhene-FrempongKKrishnamurtiL Sickle cell disease. Nat Rev Dis Primers (2018) 4:18010–22. 10.1038/nrdp.2018.10 29542687

[3] NaderERomanaMConnesP. The red blood cell—inflammation vicious circle in sickle cell disease. Front Immunol (2020) 11:454. 10.3389/fimmu.2020.00454 32231672 PMC7082402

[4] LettreG. Blocking HbS polymerization in SCD. Cell (2020) 180:819. 10.1016/j.cell.2020.01.019 32142671

[5] DeBaunMJordanLKingASchatzJVichinskyEFoxC American Society of Hematology 2020 guidelines for sickle cell disease: prevention, diagnosis, and treatment of cerebrovascular disease in children and adults. Blood Adv (2020) 4:1554–88. 10.1182/bloodadvances.2019001142 32298430 PMC7189278

[6] HeitzerAMCohenDLOkhominaVITrpchevskaAPotterBLongoriaJ Neurocognitive functioning in preschool children with sickle cell disease. Pediatr Blood and Cancer (2022) 69:e29531. 10.1002/pbc.29531 PMC920774334971013

[7] HeitzerAMOkhominaVITrpchevskaAMacArthurELongoriaJPotterB Social determinants of neurocognitive and academic performance in sickle cell disease. Pediatr Blood and Cancer (2023) 70:e30259. 10.1002/pbc.30259 PMC1033921236815529

[8] HeitzerAMHamiltonLStaffordCGossettJOuelletteLTrpchevskaA Academic performance of children with sickle cell disease in the United States: a meta-analysis. Front Neurol (2021) 12:786065. 10.3389/fneur.2021.786065 34966350 PMC8711768

[9] PortelaGTButtersMABrooksMMCandraLRosanoCNovelliEM. Comprehensive assessment of cognitive function in adults with moderate and severe sickle cell disease. Am J Hematol (2022) 97:E344–e346. 10.1002/ajh.26643 35749262 PMC9378513

[10] OluwoleOFertrinKYKruse-JarresR. Neurocognitive assessment of adults with sickle cell disease: a descriptive study. Blood (2021) 138:4172. 10.1182/blood-2021-145808

[11] AsnaniMRKnight MaddenJReidMGreeneL-GLyew-AyeeP. Socio-environmental exposures and health outcomes among persons with sickle cell disease. PLoS One (2017) 12:e0175260. 10.1371/journal.pone.0175260 28384224 PMC5383275

[12] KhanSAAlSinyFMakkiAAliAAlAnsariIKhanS. Socioeconomic status dependent medical complexities in children with sickle cell disease in Saudi Arabia. Saudi J Biol Sci (2020) 27:1781–7. 10.1016/j.sjbs.2020.03.008 32565696 PMC7296505

[13] JesusACSKonstantynerTLôboIKVBragaJAP. Características socioeconômicas e nutricionais de crianças e adolescentes com anemia falciforme: uma revisão sistemática. Revista Paulista de Pediatria (2018) 36:491–9. 10.1590/1984-0462/;2018;36;4;00010 30540112 PMC6322809

[14] KingAARodeghierMJPanepintoJAStrouseJJCasellaJFQuinnCT Silent cerebral infarction, income, and grade retention among students with sickle cell anemia. Am J Hematol (2014) 89:E188–192. 10.1002/ajh.23805 25042018 PMC4261188

[15] KingAAStrouseJJRodeghierMJCompasBECasellaJFMcKinstryRC Parent education and biologic factors influence on cognition in sickle cell anemia. Am J Hematol (2014) 89:162–7. 10.1002/ajh.23604 24123128 PMC4310566

[16] FinnellJEWoodSK. Putative inflammatory sensitive mechanisms underlying risk or resilience to social stress. Front Behav Neurosci (2018) 12:240. 10.3389/fnbeh.2018.00240 30416436 PMC6212591

[17] WohlebESPowellNDGodboutJPSheridanJF. Stress-induced recruitment of bone marrow-derived monocytes to the brain promotes anxiety-like behavior. The J Neurosci (2013) 33:13820–33. 10.1523/jneurosci.1671-13.2013 23966702 PMC3755721

[18] McKimDBNiraulaATarrAJWohlebESSheridanJFGodboutJP. Neuroinflammatory dynamics underlie memory impairments after repeated social defeat. J Neurosci (2016) 36:2590–604. 10.1523/JNEUROSCI.2394-15.2016 26937001 PMC4879207

[19] WohlebESPattersonJMSharmaVQuanNGodboutJPSheridanJF. Knockdown of interleukin-1 receptor type-1 on endothelial cells attenuated stress-induced neuroinflammation and prevented anxiety-like behavior. J Neurosci (2014) 34:2583–91. 10.1523/JNEUROSCI.3723-13.2014 24523548 PMC3921428

[20] LeeJYJinHKBaeJ-s. Sphingolipids in neuroinflammation: a potential target for diagnosis and therapy. BMB Rep (2020) 53:28–34. 10.5483/bmbrep.2020.53.1.278 31818364 PMC6999823

[21] Asle-RoustaMOryanSAhmadianiARahnemaM. Activation of sphingosine 1-phosphate receptor-1 by SEW2871 improves cognitive function in Alzheimer's disease model rats. EXCLI J (2013) 12:449–61.26417237 PMC4566907

[22] BrodowiczJPrzegalinskiEMullerCPFilipM. Ceramide and its related neurochemical networks as targets for some brain disorder therapies. Neurotoxicity Res (2018) 33:474–84. 10.1007/s12640-017-9798-6 PMC576670928842833

[23] EfstathopoulosPKourgiantakiAKaraliKSidiropoulouKMargiorisANGravanisA Fingolimod induces neurogenesis in adult mouse hippocampus and improves contextual fear memory. Translational psychiatry (2015) 5:e685. 10.1038/tp.2015.179 26795749 PMC5545691

[24] KannoTNishizakiTProiaRLKajimotoTJahangeerSOkadaT Regulation of synaptic strength by sphingosine 1-phosphate in the hippocampus. Neuroscience (2010) 171:973–80. 10.1016/j.neuroscience.2010.10.021 20950672

[25] SaleemMRatnam BandaruVVHerrmannNSwardfagerWMielkeMMOhPI Ceramides predict verbal memory performance in coronary artery disease patients undertaking exercise: a prospective cohort pilot study. BMC Geriatr (2013) 13:135. 10.1186/1471-2318-13-135 24330446 PMC3924163

[26] SaleemMHerrmannNDinoffAMielkeMMOhPIShammiP A lipidomics approach to assess the association between plasma sphingolipids and verbal memory performance in coronary artery disease patients undertaking cardiac rehabilitation: a C18:0 signature for cognitive response to exercise. J Alzheimer's Dis (2017) 60:829–41. 10.3233/JAD-161292 28598843 PMC5753402

[27] AyubMJinH-KBaeJ-s. Novelty of sphingolipids in the central nervous system physiology and disease: focusing on the sphingolipid hypothesis of neuroinflammation and neurodegeneration. Int J Mol Sci (2021) 22:7353. 10.3390/ijms22147353 34298977 PMC8303517

[28] HenriquesACroixmarieVBouscaryAMosbachAKeimeCBoursier-NeyretC Sphingolipid metabolism is dysregulated at transcriptomic and metabolic levels in the spinal cord of an animal model of amyotrophic lateral sclerosis. Front Mol Neurosci (2017) 10:433. 10.3389/fnmol.2017.00433 29354030 PMC5758557

[29] HardyRARachedNAJonesJAArcherDRHyacinthHI. Role of age and neuroinflammation in the mechanism of cognitive deficits in sickle cell disease. Exp Biol Med (2021) 246:106–20. 10.1177/1535370220958011 PMC779799732962408

[30] RyanTMCiavattaDJTownesTM. Knockout-transgenic mouse model of sickle cell disease. Science (1997) 278:873–6. 10.1126/science.278.5339.873 9346487

[31] JonasPLismanJ. Structure, function, and plasticity of hippocampal dentate gyrus microcircuits. Front Neural Circuits (2014) 8:107. 10.3389/fncir.2014.00107 25309334 PMC4159971

[32] Ben Menachem-ZidonOGoshenIKreiselTBen MenahemYReinhartzEBen HurT Intrahippocampal transplantation of transgenic neural precursor cells overexpressing interleukin-1 receptor antagonist blocks chronic isolation-induced impairment in memory and neurogenesis. Neuropsychopharmacology (2008) 33:2251–62. 10.1038/sj.npp.1301606 17987063

[33] ChengMLukH-mLoIFChungBH. CTNNB1 neurodevelopmental disorder (1993).35593792

[34] HuBDuanSWangZLiXZhouYZhangX Insights into the role of CSF1R in the central nervous system and neurological disorders. Front Aging Neurosci (2021) 13:789834. 10.3389/fnagi.2021.789834 34867307 PMC8634759

[35] WongTHPottierCHondiusDCMeeterLHVan RooijJGMelhemS Three VCP mutations in patients with frontotemporal dementia. J Alzheimer's Dis (2018) 65:1139–46. 10.3233/jad-180301 30103325

[36] SmithCBadadaniMNalbandianADecEVesaJDonkervoortS Valosin-containing protein (VCP) disease and familial Alzheimer’s disease: contrasts and overlaps. In: The clinical spectrum of alzheimer's disease-the charge toward comprehensive diagnostic and therapeutic strategies. IntechOpen (2011). 10.5772/18811

[37] BondaDJLeeH-gCaminsAPallàsMCasadesusGSmithMA The sirtuin pathway in ageing and Alzheimer disease: mechanistic and therapeutic considerations. The Lancet Neurol (2011) 10:275–9. 10.1016/s1474-4422(11)70013-8 21349442 PMC3163839

[38] MadeoFCarmona-GutierrezDHoferSJKroemerG. Caloric restriction mimetics against age-associated disease: targets, mechanisms, and therapeutic potential. Cell Metab (2019) 29:592–610. 10.1016/j.cmet.2019.01.018 30840912

[39] AndrewsMTousiBSabbaghMN. 5HT6 antagonists in the treatment of Alzheimer’s dementia: current progress. Neurol Ther (2018) 7:51–8. 10.1007/s40120-018-0095-y 29728891 PMC5990506

[40] CirannaL. Serotonin as a modulator of glutamate-and GABA-mediated neurotransmission: implications in physiological functions and in pathology. Curr neuropharmacology (2006) 4:101–14. 10.2174/157015906776359540 PMC243066918615128

[41] EschBMLimarSBogdanowskiAGournasCMoreTSundagC Uptake of exogenous serine is important to maintain sphingolipid homeostasis in *Saccharomyces cerevisiae* . PLoS Genet (2020) 16:e1008745. 10.1371/journal.pgen.1008745 32845888 PMC7478846

[42] OlsenASFærgemanNJ. Sphingolipids: membrane microdomains in brain development, function and neurological diseases. Open Biol (2017) 7:170069. 10.1098/rsob.170069 28566300 PMC5451547

[43] BugajevVHalovaIDemkovaLCernohouzovaSVavrovaPMrkacekM ORMDL2 deficiency potentiates the ORMDL3-dependent changes in mast cell signaling. Front Immunol (2020) 11:591975. 10.3389/fimmu.2020.591975 33643282 PMC7905224

[44] KonoMHoachlander-HobbyLEMajumderSSchwartzRByrnesCZhuH Identification of two lipid phosphatases that regulate sphingosine-1-phosphate cellular uptake and recycling. J Lipid Res (2022) 63:100225. 10.1016/j.jlr.2022.100225 35568252 PMC9213771

[45] LevyABercovich-KinoriAAlexandrovichAGTsenterJTrembovlerVLundFE CD38 facilitates recovery from traumatic brain injury. J neurotrauma (2009) 26:1521–33. 10.1089/neu.2008.0746 19257806 PMC2864472

[46] MorandiFHorensteinALCostaFGiulianiNPistoiaVMalavasiF. CD38: a target for immunotherapeutic approaches in multiple myeloma. Front Immunol (2018) 9:2722. 10.3389/fimmu.2018.02722 30546360 PMC6279879

[47] LiuHWangXChenLChenLTsirkaSEGeS Microglia modulate stable wakefulness via the thalamic reticular nucleus in mice. Nat Commun (2021) 12:4646–16. 10.1038/s41467-021-24915-x 34330901 PMC8324895

[48] FiebichBLBatistaCRASalibaSWYousifNMde OliveiraACP. Role of microglia TLRs in neurodegeneration. Front Cell Neurosci (2018) 12:329. 10.3389/fncel.2018.00329 30333729 PMC6176466

[49] HickmanSEAllisonEKColemanUKingery-GallagherNDEl KhouryJ. Heterozygous CX3CR1 deficiency in microglia restores neuronal β-amyloid clearance pathways and slows progression of alzheimer's like-disease in PS1-APP mice. Front Immunol (2019) 10:2780. 10.3389/fimmu.2019.02780 31849963 PMC6900980

[50] ThompsonRJJrGustafsonKEBonnerMJWareRE. Neurocognitive development of young children with sickle cell disease through three years of age. J Pediatr Psychol (2002) 27:235–44. 10.1093/jpepsy/27.3.235 11909931

[51] GravesJKHodgeCJacobE. Depression, anxiety, and quality of life in children and adolescents with sickle cell disease. Pediatr Nurs (2016) 42:113–44.27468512

[52] DeBaunMRArmstrongFDMcKinstryRCWareREVichinskyEKirkhamFJ. Silent cerebral infarcts: a review on a prevalent and progressive cause of neurologic injury in sickle cell anemia. Blood (2012) 119:4587–96. 10.1182/blood-2011-02-272682 22354000 PMC3367871

[53] DeBaunMRGordonMMcKinstryRCNoetzelMJWhiteDASarnaikSA Controlled trial of transfusions for silent cerebral infarcts in sickle cell anemia. N Engl J Med (2014) 371:699–710. 10.1056/NEJMoa1401731 25140956 PMC4195437

[54] SchatzJBrownRTPascualJMHsuLDeBaunMR. Poor school and cognitive functioning with silent cerebral infarcts and sickle cell disease. Neurology (2001) 56:1109–11. 10.1212/wnl.56.8.1109 11320190

[55] AndreottiCKingAAMacyECompasBEDeBaunMR. The association of cytokine levels with cognitive function in children with sickle cell disease and normal MRI studies of the brain. J child Neurol (2015) 30:1349–53. 10.1177/0883073814563140 25512362 PMC4466214

[56] ZhangDLiSHouLJingLRuanZPengB Microglial activation contributes to cognitive impairments in rotenone-induced mouse Parkinson's disease model. J Neuroinflammation (2021) 18:4. 10.1186/s12974-020-02065-z 33402167 PMC7786472

[57] WangQChenGSchindlerSEChristensenJMcKayNSLiuJ Baseline microglial activation correlates with brain amyloidosis and longitudinal cognitive decline in alzheimer disease. Neurol - Neuroimmunology Neuroinflammation (2022) 9:e1152. 10.1212/NXI.0000000000001152 35260470 PMC8906187

[58] SchrammEWaismanA. Microglia as central protagonists in the chronic stress response. Neurol - Neuroimmunology Neuroinflammation (2022) 9:e200023. 10.1212/NXI.0000000000200023 36357946 PMC9453699

[59] WohlebESPowellNDGodboutJPSheridanJF. Stress-induced recruitment of bone marrow-derived monocytes to the brain promotes anxiety-like behavior. J Neurosci (2013) 33:13820–33. 10.1523/JNEUROSCI.1671-13.2013 23966702 PMC3755721

[60] AhnJJAbu-RubMMillerRH. B cells in neuroinflammation: new perspectives and mechanistic insights. Cells (2021) 10:1605. 10.3390/cells10071605 34206848 PMC8305155

[61] SchettersSTTGomez-NicolaDGarcia-VallejoJJVan KooykY. Neuroinflammation: microglia and T cells get ready to tango. Front Immunol (2017) 8:1905. 10.3389/fimmu.2017.01905 29422891 PMC5788906

[62] SmithKEPollakSD. Early life stress and development: potential mechanisms for adverse outcomes. J Neurodevelopmental Disord (2020) 12:34. 10.1186/s11689-020-09337-y PMC774538833327939

[63] GiriPKLuYLeiSLiWZhengJLuH Pretreatment with minocycline improves neurogenesis and behavior performance after midazolam exposure in neonatal rats. Neuroreport (2018) 29:153–9. 10.1097/wnr.0000000000000937 29256977 PMC5802258

[64] KohmanRABhattacharyaTKKilbyCBuckoPRhodesJS. Effects of minocycline on spatial learning, hippocampal neurogenesis and microglia in aged and adult mice. Behav Brain Res (2013) 242:17–24. 10.1016/j.bbr.2012.12.032 23274840 PMC3725815

[65] MatteiDDjodari-IraniAHadarRPelzAde CossioLFGoetzT Minocycline rescues decrease in neurogenesis, increase in microglia cytokines and deficits in sensorimotor gating in an animal model of schizophrenia. Brain Behav Immun (2014) 38:175–84. 10.1016/j.bbi.2014.01.019 24509090

[66] VaySUBlaschkeSKleinRFinkGRSchroeterMRuegerMA. Minocycline mitigates the gliogenic effects of proinflammatory cytokines on neural stem cells. J Neurosci Res (2016) 94:149–60. 10.1002/jnr.23686 26525774

# Supplementary material for: Neuroinflammation underlies the development of social stress induced cognitive deficit in male sickle cell mice
**Source:** Exp Biol Med (Maywood). 2024 Nov 19;249:10361. doi: 10.3389/ebm.2024.10361
**Supplement:** Supplementary file 1

**Online Supplemental**

**S’Dravious A. DeVeaux, MS^1,2,^**^†^**, Sofiya Vyshnya, BS^1,2,^**^†^**, Katherine Propsom, BS^3^, Oluwabukola T. Gbotosho, PhD^3^, Asem S. Singh, PhD^3^, Robert Z. Horning, MSc^3^, Mihika Sharma, MS^4^, Anil G. Jegga, DVM, MRes^4^, Edward A. Botchwey, PhD^1,2^, Hyacinth I. Hyacinth, MD, PhD, MPH^3^**

**Methods**

*Repeated Social Defeat (RSD):* RSD was performed as previously described in the literature ^1^ to model sociological stress. In brief, an aggressive male intruder mouse was introduced into cages of established male cohorts for two hours, between 5:00 P.M. and 7:00 P.M., for six consecutive nights. Each cohort contained three HbSS or HbAA mice. If the intruder did not initiate an attack or was attacked by a resident mouse within 5–10 minutes, a new intruder would be introduced. During each 2-hour cycle, we observed submissive behavior, including upright posture, fleeing, and crouching, to ensure defeat of the resident mice. At the end of the 2-hour period, the intruder mouse was removed from the cage, and the residents were undisturbed until the beginning of the next 2-hour cycle on the following day. No intruder mice were introduced to control mice cages.

*Minocycline treatment*: Minocycline (Sigma-Aldrich) was administered orally in drinking water, and its effects on neuroinflammation, neuronal morphology and plasticity, and brain lipidomic on genotype were examined. Minocycline solutions were prepared fresh daily and administered in opaque sipper bottles because minocycline is photosensitive. To adjust administration dosages to 90 mg/kg based on drinking pattern, mice and water bottles were weighed daily. Oral minocycline treatment began 1 day before the beginning of RSD and was terminated on the last day of RSD, which is approximately 24 hours before cognitive and neurobehavioral evaluation.

*Open field test and novel object recognition:* The open field test and novel object recognition (NOR) test were conducted as part of the same experiment. The open field test measures anxiety-like and depressive behaviors in mice,^2^ while the NOR test is used to evaluate hippocampus-based episodic memory and learning.^3-5^ Both tests were conducted in an open field arena made of plexiglass measuring 12” x 12” x 15” (L x W x H). The details of how these behavioral tests are conducted have been published by our lab here^6^ as well as by others.^3,5,7-9^ Briefly, mice were allowed 2-3 days of habituation, where they were allowed to explore the arena for 5 minutes every day. On the 3rd or 4th day, the mice were trained by placing two identical test objects in the enclosure and allowing the mice to explore them for 5 minutes. Following training, the mice were returned to their home cages for about 30 minutes. After this delay, the learning and memory of the mice were tested by replacing one of the test objects used during training with a novel object in the open field.

*Fear conditioning tests:* The fear conditioning tests are used to evaluate associative memory in mice by measuring their ability to form and retain associations between aversive experiences and environmental cues. The tests were performed over a 3-day period, as previously described.^4^ Briefly, on the first day, mice were placed in the fear conditioning chamber and allowed to explore for 3 minutes. Afterwards, mice were presented with 3 pairs of conditioned and unconditioned stimuli. In each pair, the conditioned stimulus (CS) consisted of a 20-second 85 dB tone, and the unconditioned stimulus (US) consisted of a 2-second 0.5 mA electric shock to the footpad. One minute after the last CS-US pair was presented, the mice were returned to their home cages. On the second day, mice underwent a contextual fear conditioning test. The animals were returned to the fear conditioning chamber, but this time no shock was delivered. Freezing behavior was assessed over a 9-minute period. The percent of each minute that mice spent frozen was recorded. On the third day, mice underwent a cued fear conditioning test. The animals were placed in a new environment and allowed to explore for 2 minutes. Afterwards, the CS was presented every minute for 9 minutes, and freezing behavior was recorded every minute. In both tests, freezing indicates a memory for either the context in which the shock was delivered or the association between the tone and the shock. More freezing indicates better associative learning and memory.^4^

*Immunohistochemistry and digital image analysis for IBA-1 and CD45:* After the cognitive and behavioral testing, mice were brought back to their home cages and sacrificed the next day. Brain samples were collected after transcardial perfusion with sterile phosphate buffered saline (PBS), pH 7.4, followed by 4% formaldehyde in PBS. Brains were post-fixed in 4% formaldehyde for 24 h and then transferred to 0.1% sodium azide in PBS if not immediately sectioned and stored at 4°C. Fixed brains were sectioned (50µm) using a vibratome (1200S Leica Microsystems). Brain regions within the hippocampus were identified by reference markers in accordance with the stereotaxic mouse brain atlas.^7^ To label for IBA-1 or CD45, sections that were stored in azide were washed in PBS and incubated overnight at room temperature in a primary antibody cocktail containing rabbit anti-mouse Iba-1 (1:1000; Wako Chemicals), rat anti-mouse CD45 (1:500; Abcam), and guinea pig anti-mouse NeuN, diluted in an antibody diluting solution (containing 0.1% azide, 2% Triton-x-100, and 10% normal goat serum in PBS). Then sections were washed in PBS and incubated with a fluorochrome-conjugated secondary antibody (Alexa Fluor 488, 594, and 750, respectively). Sections were then mounted on glass slides, cover-slipped with Fluoromount G (Beckman Coulter), and stored at 4°C after drying. Images (z-stacks) of the dentate gyrus on either side in all 3 fluorochrome color channels were acquired at 20X magnification using an SP8 confocal microscope (Leica Microsystems), projected using maximum intensity projection, and then analyzed using NIH ImageJ software. CD45 cells with positive labeling were counted in each dentate gyrus section; the dentate gyrus is a component of the hippocampus. IBA-1 labeling was analyzed using an established and published digital image analysis system.^8^ In brief, a threshold for positive labeling was determined for each image that included all cell bodies and processes but excluded background staining. Data were processed by densitometric scanning of the threshold targets using NIH ImageJ software. The proportional area was reported as the average percentage area in the positive threshold for all representative images.^10^

*Statistical analysis*: statistical analysis was carried out using a combination of one-way and two-way (using a mixed effect model) analysis of variance (ANOVA), with the additional use of appropriate post-hoc analysis when the result of the ANOVA shows the presence of a significant difference across the groups. To minimize the likelihood of a type 2 error, we only performed biologically meaningful comparisons, i.e., we compared AA+RSD+minocycline to SS+RSD+minocycline to evaluate genotype effect, but to SS+RSD, where both genotype and treatment are different. Another example is that we also compared SS+RSD+minocycline to SS+RSD to evaluate the impact of minocycline in SS mice. However, we did not compare SS+RSD+minocycline to SS, as there is a difference in exposure and treatment. This approach meant that we limit the number of comparisons as well as the loss of power and thus the risk of committing type 2 error.

*Sphingolipid Extraction and LC-MS/MS Analysis:*

The details of the protocol used for sphingolipid extraction have been described elsewhere.^11^ Briefly, hippocampal and cortical tissues were homogenized in PBS. Each homogenate was divided into two aliquots. The first aliquot underwent sphingolipid extraction, while the second aliquot was used for total protein quantification with the BCA protein assay. The first aliquot was further divided between long-chain bases (LCBs) and complex sphingolipids (CSLs) extractions. Samples designated for LCB extraction were suspended in a 2:1 methanol:methylene chloride solution, while the samples designated for CSL extraction were suspended in a 2:1 methanol:chloroform solution. Internal standard mixture (Avanti Polar Lipids) was then added to each sample, and samples were incubated overnight. Afterwards, the CSL samples underwent base catalysis for 2 hours before being neutralized. The LCB samples were transferred to new glass tubes, leaving behind tissue debris, and 2:1 methanol:methylene chloride extraction solvent was added to the original glass tubes. Then, tubes were centrifuged to collect residual LCBs from the debris, and the extraction solvent (containing lipids) was transferred to the new glass tube. For the CSL samples, the extraction solvent consisted of water added to the 2:1 methanol:chloroform mixture, allowing for aqueous-organic phase separation. The CSL samples were centrifuged, and the bottom organic layer (containing lipids) was transferred to new glass tubes, leaving behind tissue debris. The extraction solvent was again added to the residual tissue debris, and the samples were centrifuged a second time. The bottom organic phase was once again collected. Finally, the organic solvents from both LCB and CSL samples were subsequently removed by vacuum drying overnight in a Savant SpeedVac (Thermo Fisher). The dried lipids were stored in a -20 C freezer until analysis.

*Analysis of RNA Sequencing, Data Analysis and GO Analysis:*

Directional polyA RNA-seq was performed by the Genomics, Epigenomics, and Sequencing Core at the University of Cincinnati using established protocols as previously mentioned.^12,13^ To summarize, the quality of total RNA was QC analyzed by a Bioanalyzer (Agilent, Santa Clara, CA). To isolate polyA RNA for library preparation, the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA) was used with 500 ng of good-quality total RNA as input. The polyA RNA was enriched using the SMARTer Apollo automated NGS library prep system (Takara Bio USA, Mountain View, CA). Next, the NEBNext Ultra II Directional RNA Library Prep Kit (New England BioLabs) was used for library preparation under PCR cycle number of 9. After library QC and quantification via real-time qPCR (NEBNext Library Quant Kit, New England BioLabs), individually indexed libraries were proportionally pooled and sequenced using the NextSeq 550 sequencer (Illumina, San Diego, CA) under the sequencing setting of single read 1x85 bp to generate about 25M reads. 

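The sum of all reads in a deposited count table, with unmapped reads, reads mapped to several places and reads outside genes included, ranged from 22546426 to 145525239 over 68 cortex libraries and from 16567413 to 108200026 over 66 hippocampus libraries. The median was 44821552 in the cortex and 48716383 in the hippocampus. Of these, a median of 33447552 and 34199033 reads per library were counted on genes, and only those entered the tests.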

After sequencing, fastq files for downstream data analysis were automatically generated via Illumina BaseSpace Sequence.

The raw sequencing reads were aligned to GRCm39 (mm39) using STAR.^14^ The number of reads that were aligned to each gene was obtained while mapping using the GENCODE gene annotation. Then we used edgeR^15^ to identify differentially expressed genes. For each genotype (“AA” or “SS”) in each tissue (hippocampus, cortex), we included all samples in a model and compared the two “exposure” groups (RSD vs. no RSD) and then the “treatment” groups (minocycline treatment vs. no minocycline treatment) in a pairwise fashion. We also compared genotypes; however, we ensured that only biologically meaningful comparisons were performed.

*Functional enrichment analysis and visualization*:

We used ToppFun^16^ and ToppCluster^17^ applications to perform functional enrichment analysis of differentially expressed genes (DEGs) in various groups. Genes differentially expressed in different comparisons were input into the ToppFun/ToppCluster for gene ontology (GO) and biological pathway annotation, with Benjamini and Hochberg’s correction for significance testing set at p value <0.05. To visualize the enriched biological processes and pathways, we used Cytoscape.v3.0.2^18^ (for network representation) and Morpheus (https://software.broadinstitute.org/morpheus/; for heatmap representation) applications.

The raw and processed RNA sequencing data along with the metadata have been uploaded to GEO with the accession **GSE252778**.

**Results**

**
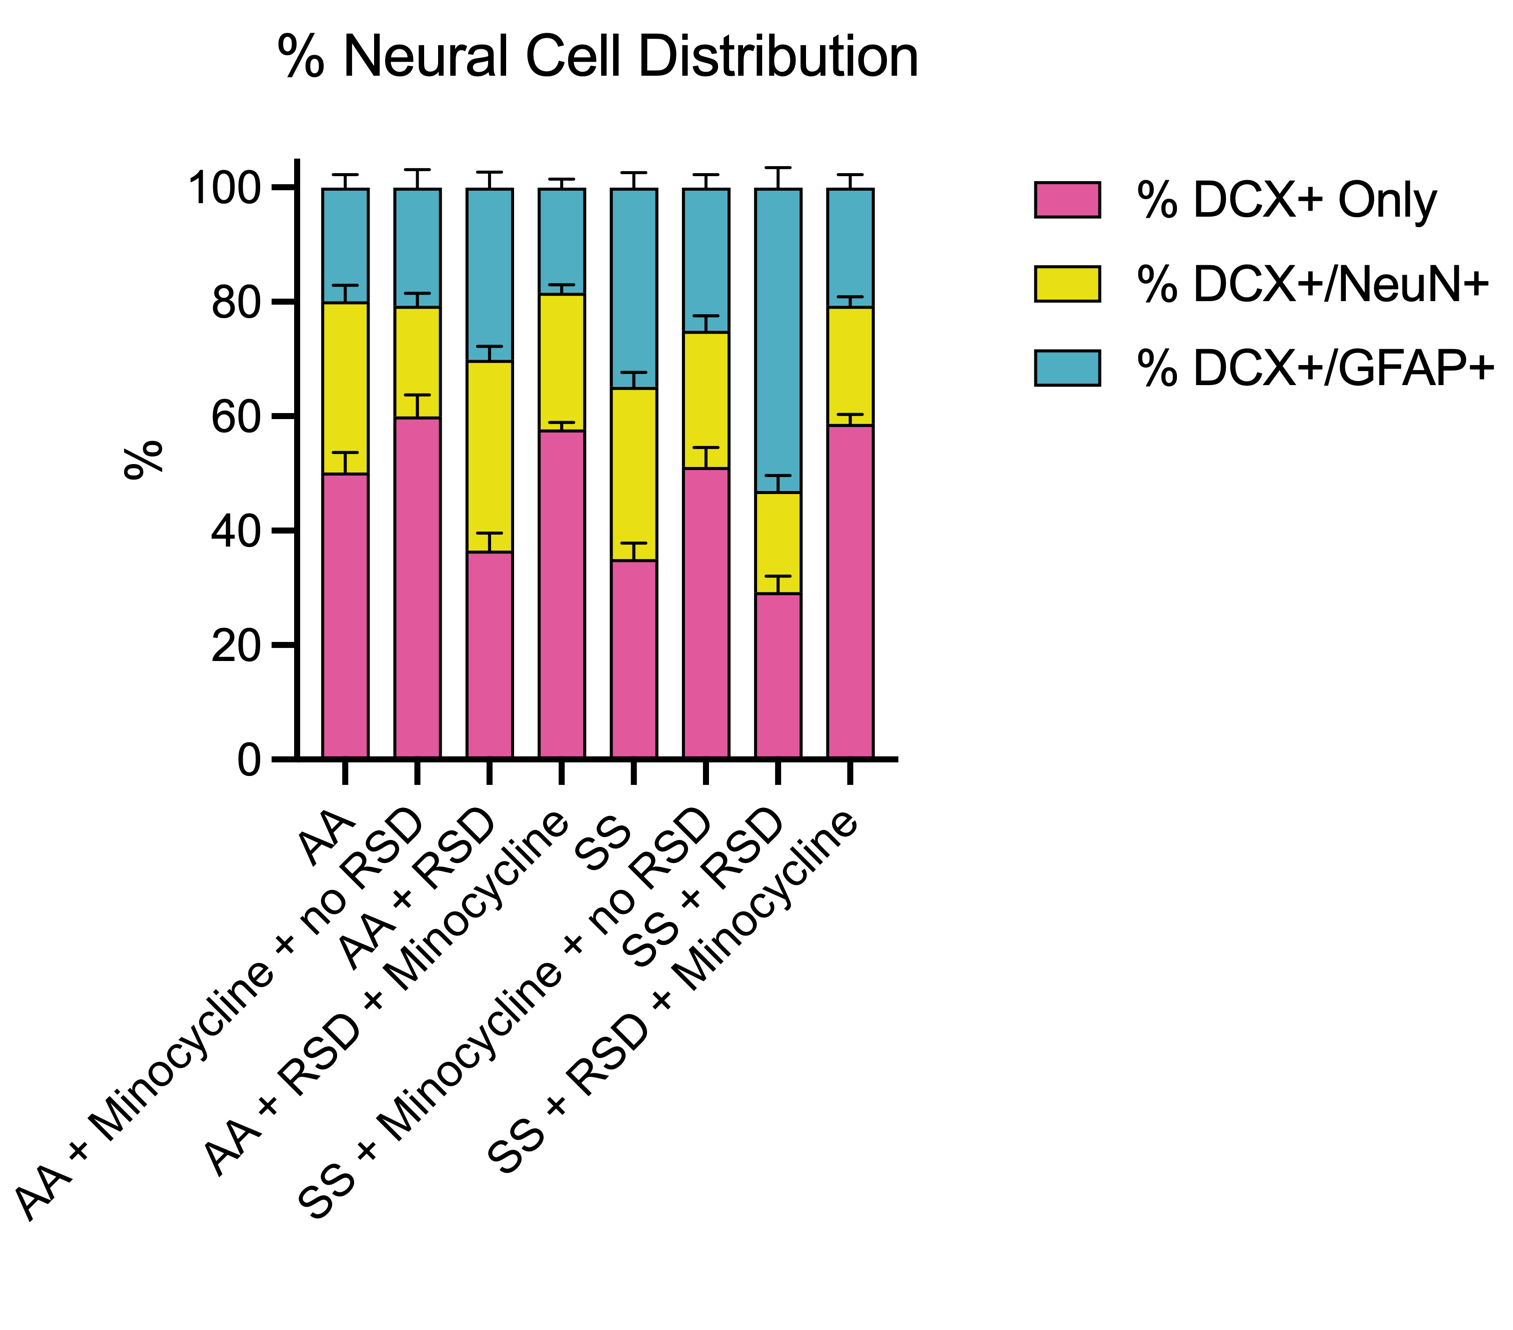
**

**Supplemental Fig.** Hippocampal neural cell distribution in sickle and AA mice.

In **Supplementary Fig. 1**, we assessed the percent distribution of neural cells to evaluate how RSD and minocycline treatment influence neural cell distribution. At baseline, AA mice had 50.1% of DCX+ neural progenitor cells (NPCs), while AA+minocycline mice had approximately 59.9% of NPCs. We observed a lower percent of NPCs in AA+RSD mice (36.5%); however, AA+RSD+minocycline mice had an increase in NPCs (57.7%). SS mice had a lower percentage of NPCs (35.1%) compared to their AA counterparts, and treating SS mice with minocycline increased NPCs percent to 51.2%. SS+RSD mice had the lowest percent among all the groups, with only 29.3% NPCs. Similar to AA mice with the same treatment, SS mice exposed to RSD and treated with minocycline had a 58.7% increase in NPCs. Next, we assessed DCX^+^NeuN^+^ neuron distribution. In AA control mice, we saw a 30.0% neuron distribution; however, treatment with minocycline decreased the neuron percent to 19.4%. AA+RSD mice had 33.4% neurons, while treatment with minocycline decreased this to 23.9%. Comparable to AA control mice, SS mice had 30.0% neurons. This fraction was lower in SS+minocycline mice (23.7%). SS+RSD mice had 17.6% of neurons, and treatment with minocycline increased this to 20.6% of neurons. Lastly, we looked at DCX^+^GFAP^+^ astrocyte distribution. We observed that baseline AA mice had a similar percentage of astrocytes with AA+minocycline mice. AA+RSD mice had 30.1% astrocytes; however, a decrease of astrocytes (18.4%) was noted when AA+RSD mice were treated with minocycline. SS control mice had 34.9% astrocytes, while SS+minocycline mice had 25.1% astrocytes. SS+RSD mice had 53.1% astrocytes, and treatment with minocycline reduced this to 20.7%. This data suggests that RSD decreases NPCs in both AA and SS mice while increasing astrocyte. Additionally, treating mice exposed to stress with minocycline caused a decrease in astrocytes and an increase in NPCs. These results suggest that minocycline treatment may prevent NPC differentiation into astrocytes.

**References**

1. Golden SA, Covington HE, 3rd, Berton O, Russo SJ. A standardized protocol for repeated social defeat stress in mice. *Nat Protoc*. 2011;6:1183-1191. doi: 10.1038/nprot.2011.361

2. Sadegzadeh F, Sakhaie N, Dehghany R, Adak O, Saadati H. Effects of adolescent administration of fluoxetine on novel object recognition memory, anxiety-like behaviors, and hippocampal brain-derived neurotrophic factor level. *Life sciences*. 2020;260:118338.

3. Darcet F, Mendez-David I, Tritschler L, Gardier AM, Guilloux J-P, David DJ. Learning and memory impairments in a neuroendocrine mouse model of anxiety/depression. *Frontiers in behavioral neuroscience*. 2014;8:136.

4. Hardy RA, Rached NA, Jones JA, Archer DR, Hyacinth HI. Role of age and neuroinflammation in the mechanism of cognitive deficits in sickle cell disease. *Experimental Biology and Medicine*. 2021;246:106-120. doi: 10.1177/1535370220958011

5. Moore SJ, Deshpande K, Stinnett GS, Seasholtz AF, Murphy GG. Conversion of short-term to long-term memory in the novel object recognition paradigm. *Neurobiology of learning and memory*. 2013;105:174-185.

6. Hardy RA, Rached NA, Jones JA, Archer DR, Hyacinth HI. Role of age and neuroinflammation in the mechanism of cognitive deficits in sickle cell disease. *Experimental biology and medicine*. 2021;246:106-120. doi: 10.1177/1535370220958011

7. Paxinos G, Franklin KB. *The mouse brain in stereotaxic coordinates*. Gulf Professional Publishing; 2004.

8. Donnelly DJ, Gensel JC, Ankeny DP, van Rooijen N, Popovich PG. An efficient and reproducible method for quantifying macrophages in different experimental models of central nervous system pathology. *J Neurosci Methods*. 2009;181:36-44. doi: 10.1016/j.jneumeth.2009.04.010

9. Ferreira TA, Blackman AV, Oyrer J, Jayabal S, Chung AJ, Watt AJ, Sjöström PJ, Van Meyel DJ. Neuronal morphometry directly from bitmap images. *Nature methods*. 2014;11:982-984.

10. Wohleb ES, Powell ND, Godbout JP, Sheridan JF. Stress-Induced Recruitment of Bone Marrow-Derived Monocytes to the Brain Promotes Anxiety-Like Behavior. *The Journal of Neuroscience*. 2013;33:13820-13833. doi: 10.1523/jneurosci.1671-13.2013

11. DeVeaux SA, Ogle ME, Vyshnya S, Chiappa NF, Leitmann B, Rudy R, Day A, Mortensen LJ, Kurtzberg J, Roy K, et al. Characterizing human mesenchymal stromal cells' immune-modulatory potency using targeted lipidomic profiling of sphingolipids. *Cytotherapy*. 2022;24:608-618. doi: 10.1016/j.jcyt.2021.12.009

12. Rapp SJ, Dershem V, Zhang X, Schutte SC, Chariker ME. Varying Negative Pressure Wound Therapy Acute Effects on Human Split-Thickness Autografts. *J Burn Care Res*. 2020;41:104-112. doi: 10.1093/jbcr/irz122

13. Walsh KB, Zhang X, Zhu X, Wohleb E, Woo D, Lu L, Adeoye O. Intracerebral Hemorrhage Induces Inflammatory Gene Expression in Peripheral Blood: Global Transcriptional Profiling in Intracerebral Hemorrhage Patients. *DNA Cell Biol*. 2019;38:660-669. doi: 10.1089/dna.2018.4550

14. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013;29:15-21. doi: 10.1093/bioinformatics/bts635

15. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*. 2010;26:139-140. doi: 10.1093/bioinformatics/btp616

16. Chen J, Bardes EE, Aronow BJ, Jegga AG. ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. *Nucleic acids research*. 2009;37:W305-311. doi: 10.1093/nar/gkp427

17. Kaimal V, Bardes EE, Tabar SC, Jegga AG, Aronow BJ. ToppCluster: a multiple gene list feature analyzer for comparative enrichment clustering and network-based dissection of biological systems. *Nucleic acids research*. 2010;38:W96-102. doi: 10.1093/nar/gkq418

18. Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, Amin N, Schwikowski B, Ideker T. Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome research*. 2003;13:2498-2504. doi: 10.1101/gr.1239303

How the deposited data were processed for this re-analysis (not part of the article)

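Bulk RNA of the cerebral cortex and the hippocampus of male Townes mice was measured in 134 libraries whose group could be read from the labels, 68 of the cortex and 66 of the hippocampus. The groups were AA and SS mice, each without RSD, with RSD, with minocycline, or with RSD and minocycline. 1 library, whose labels name different tissues, was not used, and 3 columns of the tables that match no library with a known group were not used either.

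The authors prepared strand-specific libraries from polyadenylated RNA, aligned the reads to GRCm39 with STAR and deposited, for each tissue, a table of the read counts per GENCODE gene that STAR gives while mapping, without normalization. The counts are whole numbers. Beside 55416 genes, of which 5111 have no symbol, each table holds 4 summary lines that name no gene. These give the reads that did not map (median 12.4% of all reads of a cortex library and 13.3% of a hippocampus library), mapped to several places (4.98% and 4.83%), fell outside annotated genes (8.25% and 7.59%) or on more than one gene (1.25% and 1.22%), and they stayed out of library sizes and tests. Reads that map to several places were not counted on a gene, so genes with a near-identical copy are uncertain. The paper's text gives the number of reads aimed at per library and names edgeR for the tests. It names neither the release of the annotation, the version of STAR, the strand setting of the counts, the edgeR test nor a threshold for differentially expressed genes. Positions and overlaps of genes were taken from a GENCODE annotation of GRCm39 that was at hand.

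Reads on genes ranged from 16295042 to 107713193 per cortex library and from 12869149 to 68731008 per hippocampus library. Replicate mice set the precision of each comparison, from 3 AA + RSD mice up to 18 AA + RSD + minocycline mice. For a few thinly covered genes, such as Ccr7, counting error adds to the spread between mice.

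Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes passed its filterByExpr function by group (minimum count 10, minimum total count 15), libraries were scaled by TMM, and groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest). Genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed. The comparisons numbered 7 per tissue. Those within a genotype used one model of all groups of that genotype, as the paper's methods describe, and SS against AA mice, SS + RSD against AA + RSD mice and the interaction of genotype and RSD used one model of all groups. Control mice of number series A and B were compared in a model with genotype as a term. For levels on the log2 scale, CPM were computed with a prior count of 2. In total 23 lists of genes were tested with camera of limma 3.58.1 at a correlation between genes of 0.01, adjusted over 161 tests per tissue. Some of the lists are Reactome lists held by fgsea 1.28.0.

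Named genes are those the paper names, and for each comparison up to 3 higher and 3 lower genes of largest change among those called, with a mean log2 CPM of at least 1. A gene that the paper names is not reported here. Globin genes and genes of the sex chromosomes served as checks of the labels. This rule, the models, the lists and the following alternatives were set before the data were examined: RLE size factors, the Wald test of DESeq2 1.42.0, edgeR's likelihood-ratio test, no filter on low counts, an unadjusted p, a model of only the groups compared, the number series as a term, leaving out each AA + RSD or SS + minocycline mouse, and for lists fry and an estimated correlation. Added after seeing the data were the share of reads outside annotated genes as a term, mice of number series A or B only, leaving out the libraries labelled 5844, 5853, 7078 or 9631, leaving out each SS + RSD mouse in turn, and keeping the identical libraries. The models were set to hold every library with a known group, and the pair of identical libraries per tissue was left out of them because the labels name different groups for the same counts.

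The quasi-likelihood test of edgeR, DESeq2, camera and fry were checked on simulated counts with 200 changed genes, between a pair of groups. The interaction, the comparison of number series, the models with a further term and the likelihood-ratio test were not checked in this way. With 6 against 8 libraries and 19906 genes, edgeR called 82% of the changed genes and 8 unchanged ones, and DESeq2 called 83% and 27. With 3 against 12 libraries and 21927 genes, edgeR called 73% and 4, and DESeq2 called 79% and 33. Camera and fry called the changed list and 0 unchanged lists in each simulation. The simulated genes were drawn independently of each other and without a difference between number series. The check therefore does not bear on list calls where genes are correlated. Other splits of the libraries were drawn at random to count how often they gave as many genes as the real groups.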

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

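The tests of the libraries labelled 9674 on the tissue scale and of leaving out SS + RSD mice were chosen only after the result was seen. So were those of the erythroid genes and of the striatal markers in the cortex library of mouse 9621. Leaving out each AA + RSD mouse, 9674 among them, was set before the data were examined. In groups of 4 to 10 mice, a mouse was taken to lie apart where its gap to the nearest other mouse, as a share of the group's range, passed Dixon's limit. That held in 12 of 96 tests of a named gene in a group, where chance gives 4.8.

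In the cortex of SS + RSD mice, the library of mouse 9621 lay apart from the nearest other mouse, in log2 CPM and with Dixon's ratio in brackets, for Ctnnb1 9.36 against 8.92 (0.71), Sirt2 6.94 against 7.22 (0.68), Sirt6 3.53 against 3.79 (0.68), Sirt7 4.39 against 4.72 (0.79), Adora1 7.57 against 8.21 (0.86) and Akt1 7.39 against 7.52 (0.65). A candidate explanation is tissue of the striatum in this library. The 12 striatal markers lay a median of 2.85 (log2) above the other SS + RSD libraries, with 12 of 12 higher, while the other libraries lay between -0.17 and 1.06. The most abundant markers were Penk, at 8.93 against a median of 5.54, and Ppp1r1b, at 8.89 against 6.72. All 12 markers exceed 1 CPM in the other cortex libraries, 4 also belong to another list tested here, and Drd1 and Ppp1r1b had been looked at before the list was written. The design names no biological difference between mice of one group, and none was tested.

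In the hippocampus of SS + RSD mice, mouse 9615 lay apart for Cx3cr1 6.36 against 6.15 (0.64), H2-Aa 7.02 against 2.47 (0.63) and H2-Eb1 6.61 against 2.49 (0.7). Immune cells in this library are a candidate explanation, and whether they came from the blood was not tested. Other genes of immune cells lay a median of 1.59 (log2) above the other SS + RSD libraries, with 10 of 11 higher, against -0.38 to 0.86 in the other libraries. The most abundant of them were Cd74, at 7.59 against 2.66, and Coro1a, at 6.71 against 6.57. In the other libraries 7 of them exceed 1 CPM, and 1 belongs to another list. A difference in the immune response of this mouse stays open and was not tested.

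The cortex library of SS mouse 9903 lay apart for Ttr 10.13 against 5.08 (0.57). Other genes of the choroid plexus lay a median of 3.47 (log2) above the other SS libraries, with 11 of 11 higher, against -1 to 0.7 in the others, so choroid plexus in this library is a candidate explanation. The most abundant were Kl, at 4.94 against 1.85, and Clic6, at 4.15 against 0.07. Of these genes 3 exceed 1 CPM in the other SS libraries and 0 belong to another list.

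The hippocampus library of SS + RSD mouse 9621 lay apart for Dkkl1 2.54 against 0.77 (0.63). Markers of the cerebral cortex lay a median of 0.73 (log2) above the other libraries, with 10 of 12 higher, against -0.17 to 0.36. The most abundant, Tbr1 and Lamp5, were at 5.85 and 5.75 against 5.28 and 5.66. Of the markers 11 exceed 1 CPM in the other hippocampus libraries, and some of them, among these Tbr1, Hs3st2 and Cckbr, had been looked at before the list was written. Cortex tissue in this library cannot be told apart from a difference between mice, because the rise is small. Mouse 5354 lay apart in the same group for Kcnh5 3.38 against 2.69 (0.69), and no explanation was tested for it.

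The effect of RSD differed between the genotypes, as an interaction in one model of all groups, in 54 cortex and 11 hippocampus genes. Of 24 splits of the mice per tissue, the real one included, 3 gave as many genes in the cortex and 3 in the hippocampus. Without 1 SS + RSD mouse in turn, 34 to 54 cortex and 1 to 31 hippocampus genes were called, with the lowest hippocampus count without mouse 5391 or 5400 and the highest without mouse 9621. Leaving out the library labelled 9674, 0 cortex genes were called, with 424 at an unadjusted p under 0.05, and 3 hippocampus genes. The 3 hippocampus genes, looked up after the result was seen, were Gm8556 (adjusted p = 0.0259 by edgeR's quasi-likelihood test), Igkv12-46 (0.0259) and Ighv8-8 (0.0316). A candidate explanation is that the cortex and hippocampus libraries of this mouse were exchanged. On the tissue scale, with 0% at the mean control cortex and 100% at the mean control hippocampus, the library labelled as its cortex lay at 96.6% and that labelled as its hippocampus at -1.6%, each within the range of the other tissue. Mixing of tissue in a single library of this mouse was excluded, since the library of each label, at -1.6% and 96.6%, lay wholly with the other tissue. A response to RSD that depends on the genotype stays open.

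Alas2, which the paper does not discuss, was higher in SS than in AA mice by a log2 fold change of 2.9 in the cortex and 3.33 in the hippocampus. Red blood cell precursors in the blood of the tissue are a candidate explanation. The erythroid genes other than Alas2 and the globins had a median log2 fold change of 0.65 in the cortex (9 of 9 higher, 5 called) and 1.28 in the hippocampus (10 of 10 higher, 3 called), each at percentile 100 among 10000 random lists of matched expression. The most abundant, Bpgm and Fech, had log2 fold changes of 0.65 and 0.2 in the cortex and 0.62 and 0.16 in the hippocampus, while Slc4a1 rose by 3.26 and 3.44. Of the genes, 6 average above 1 CPM in the cortex and 6 in the hippocampus, and 0 belong to another list. More of these cells in the blood of SS mice, or heme synthesis in brain cells, stay open as differences of genotype and were not tested.

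The libraries labelled 5844, 5853 and 7078 lay near the other genotype in Alas2. On a scale from AA (0%) to SS mice (100%) set from 20 genes other than Alas2, the pair of libraries labelled 5844 lay at 101.5% in the cortex and 89.3% in the hippocampus, and the pair labelled 7078 at 21.6% and -7.5%. These positions lie within the range of the other genotype and outside that of their own, so a label of the other genotype is a candidate explanation for both mice. The pair labelled 5853 lay at 63% and 73.6%, the former within the range of both genotypes and the latter within that of SS mice only. A wrong label cannot be told apart from a right one for this mouse, because the genotypes overlap on the cortex scale. The identical libraries labelled 9887 and 9877 lay at -13.5% and 14.8%, which is consistent with an AA library deposited under both names. Hbb-bs had 1944 and 1570 counts in the pair labelled 9631, and no explanation was tested for it.

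Among control mice, number series A differed from series B in 7664 cortex and 8518 hippocampus genes, a comparison the paper does not make. Of 40 splits, the real one included, 2 gave as many genes in the cortex and 1 in the hippocampus. The other cortex split, with 7868 genes, put mice apart in the share of reads outside annotated genes by -3.981 percentage points, where the series differ by -4.193. With that share as a term 0 cortex genes were called, with 664 at an unadjusted p under 0.05, and 2212 hippocampus genes. A difference in library preparation between the series may underlie the calls, and the series cannot be told apart from a cohort of mice, since the labels give neither.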

How the results depend on the processing

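The tests chosen only after the result was seen are those with the share of reads outside annotated genes as a term, within number series A or B, with the identical libraries kept, without the libraries labelled 5844, 5853, 7078 or 9631, and without each SS + RSD mouse. Each count below is the number of genes with an adjusted p under 0.05, cortex first and hippocampus second unless a tissue is named, and after a count of 0 the number at an unadjusted p under 0.05 stands in brackets. With the models as set, the cortex counts were 511 for SS + RSD against SS, 1762 for SS + RSD + minocycline against SS + RSD, 187 for AA + RSD against AA, 789 for AA + RSD + minocycline against AA + RSD, 0 (1406) for SS + minocycline against SS, 49 for SS against AA, 113 for SS + RSD against AA + RSD, 54 for the interaction and 7664 for control mice of series A against B. The hippocampus counts were 643 for SS + RSD against SS, 1234 for SS + RSD + minocycline against SS + RSD, 256 for AA + RSD against AA, 576 for AA + RSD + minocycline against AA + RSD, 0 (449) for SS + minocycline against SS, 37 for SS against AA, 181 for SS + RSD against AA + RSD, 11 for the interaction and 8518 for control mice of series A against B. Over all alternatives, 132 counts stayed within 1.5 times of these and 120 did not. Of values of single genes, 1052 kept their direction and their side of the threshold, 444 lost the call, 15 gained it and 54 reversed. Of gene list tests 102 kept both, 29 lost the call, 11 gained it and 16 reversed. The cause of a change was not tested unless it is named.

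An unadjusted p under 0.05 gave 5508 and 4050 for SS + RSD against SS, 5252 and 5539 for SS + RSD + minocycline against SS + RSD, 3164 and 3153 for AA + RSD against AA, 5325 and 4178 for AA + RSD + minocycline against AA + RSD, 1406 and 449 for SS + minocycline against SS, 1501 and 862 for SS against AA, 1111 and 2089 for SS + RSD against AA + RSD and 676 and 1545 for the interaction, larger because the threshold is looser. RLE size factors gave 862 and 342 for SS + RSD against SS. DESeq2's Wald test gave 2097 and 1509 for SS + RSD against SS, 2705 and 2298 for SS + RSD + minocycline against SS + RSD, 112 and 444 for AA + RSD against AA and 2065 and 1111 for AA + RSD + minocycline against AA + RSD. The likelihood-ratio test of edgeR gave 1512 and 1136 for SS + RSD against SS, 1963 for SS + RSD + minocycline against SS + RSD (hippocampus only), 1564 for AA + RSD + minocycline against AA + RSD (cortex only) and 17 for the interaction (hippocampus only). Without the filter on low counts there were 2 and 0 (5133) for SS + RSD against SS, 1147 and 263 for SS + RSD + minocycline against SS + RSD, 483 for AA + RSD + minocycline against AA + RSD (cortex only), 103 for SS + RSD against AA + RSD (hippocampus only) and 7 for the interaction (hippocampus only), which tests more genes. In a model of only the groups compared there were 3348 and 1462 for SS + RSD against SS, 25 and 0 (2758) for AA + RSD against AA, 345 for AA + RSD + minocycline against AA + RSD (cortex only) and 11 and 15 for SS + RSD against AA + RSD, which takes the spread from these mice only. The log2 fold change of Htr6 for minocycline in SS + RSD mice, which in the cortex rounds to 0 from below, reversed to 0.03 with RLE size factors, 0.04 with DESeq2, 0.01 with the likelihood-ratio test and 0.01 without the filter, all near 0.

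The number series as a term gave 0 (615) and 0 (1328) for SS + RSD against SS, 0 (442) and 0 (2898) for SS + RSD + minocycline against SS + RSD, 18 and 167 for AA + RSD against AA, 1737 for AA + RSD + minocycline against AA + RSD (hippocampus only) and 7 for the interaction (hippocampus only). The log2 fold changes that reversed in the cortex for SS + RSD against SS were those of Sirt1 (0.19), Sirt2 (-0.03), Sirt3 (-0.06) and Muc3a (0.62). For SS + RSD + minocycline against SS + RSD in the cortex, those of Akt1 (0.06), Sirt1 (-0.34), Sirt2 (0.24), Sirt3 (0.16), Sirt4 (-0.21), Sirt6 (-0.04), Sirt7 (-0.01), Smpd1 (0.15), Muc3a (-1.17) and Gm45869 (-0.30) reversed. For SS + RSD against SS in the hippocampus, those of Muc3a (0.51) and A230103L15Rik (0.16) reversed. For SS + RSD + minocycline against SS + RSD in the hippocampus, those of Ormdl2 (0.25), Ormdl3 (0.16), Smpd1 (0.35), St3gal3 (0.11), Plpp3 (0.17), A230103L15Rik (-0.67), Gm44559 (-0.74) and Muc3a (-1.56) reversed. Gene lists reversed in the cortex for SS + RSD + minocycline against SS + RSD, with their adjusted p, were dopaminergic synapse (0.0225), inflammatory response (0.503), microglia (0.0289), astrocytes (0.669), sphingolipid metabolism (0.951), Reactome sphingolipid metabolism (0.422) and Reactome metabolism of lipids and lipoproteins (0.442). In the hippocampus for SS + RSD against SS, the lists reversed were inflammatory response (0.415) and microglia (0.996). In the hippocampus for SS + RSD + minocycline against SS + RSD, the lists reversed were sphingolipid metabolism (0.48), Reactome sphingolipid metabolism (0.17), Reactome metabolism of lipids and lipoproteins (0.485) and microglia (0.262). Of other single genes 43 lost the call.

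The share of reads outside annotated genes as a term, chosen after seeing the data, gave 0 (933) and 0 (1954) for SS + RSD against SS, 4 and 0 (1453) for SS + RSD + minocycline against SS + RSD, 82 for AA + RSD against AA (cortex only), 98 for AA + RSD + minocycline against AA + RSD (cortex only) and 0 (664) and 2212 for control mice of series A against B. The log2 fold changes that reversed in the cortex for SS + RSD against SS were those of Sirt1 (0.14). For SS + RSD + minocycline against SS + RSD in the cortex, those of Htr4 (-0.01) and Sirt1 (-0.14) reversed. Gene lists reversed in the cortex for SS + RSD + minocycline against SS + RSD, with their adjusted p, were serotonin receptors 4, 6 and 7 (0.902), dopaminergic synapse (0.735) and microglia (0.999). Mice of number series A only, also chosen after seeing the data, gave 1 and 0 (984) for SS + RSD against SS and 0 (671) and 0 (1225) for AA + RSD against AA, and fewer mice were compared. The log2 fold changes that reversed in the cortex for SS + RSD against SS were those of Sirt1 (0.18), Sirt2 (-0.03), Sirt3 (-0.06) and Muc3a (0.57). For SS + RSD against SS in the hippocampus, those of Muc3a (0.53) and A230103L15Rik (0.18) reversed. Mice of series B only, likewise chosen, gave 7205 and 6072 for SS + minocycline against SS and 11 and 0 (1036) for SS against AA. Keeping the identical libraries under their labels, a further choice made after seeing the data, moved no count by 1.5 times and cost 7 genes their call.

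Leaving out each AA + RSD mouse in turn gave 0 to 368 in the cortex and 9 to 729 in the hippocampus for AA + RSD against AA. With each SS + RSD mouse left out in turn too, a choice made after seeing the data, the counts were 0 to 179 in the cortex and 4 to 528 in the hippocampus for SS + RSD against AA + RSD and 0 to 109 in the cortex and 1 to 127 in the hippocampus for the interaction. For AA + RSD + minocycline against AA + RSD, where the library labelled 5853 was also left out in turn, it gave 0 to 707 in the cortex and 9 to 1009 in the hippocampus. The lowest count of each came without the library labelled 9674, apart from the hippocampus interaction, lowest without mouse 5391 or 5400, and without that library 1148, 670, 424 and 2867 cortex genes, in this order, had an unadjusted p under 0.05. Cortex log2 fold changes reversed without it for Kl in SS + RSD against AA + RSD mice (0.57), for Dsp in AA + RSD against AA mice (-1.50) and for Dsp and F5 with minocycline in AA + RSD mice (2.20 and 0.08). In the hippocampus Igfn1 reversed for AA + RSD against AA mice (-0.08) and with minocycline (0.15). Over these fits the log2 fold changes ran from -4.11 to 0.57 for Kl, from -1.50 to 5.66 for Dsp with RSD, from -4.98 to 2.20 for Dsp and from -4.94 to 0.08 for F5 with minocycline, and from -0.08 to 3.55 and from -3.47 to 0.15 for Igfn1 with RSD and with minocycline. Maob, at 0.01 for SS + RSD against AA + RSD mice, was -0.01 without mouse 9643, -0.01 without mouse 9646 and from -0.13 to 0.10 over all fits that left out 1 mouse. Leaving out 1 SS + RSD mouse gave 0 to 636 in the cortex and 0 to 903 in the hippocampus for SS + RSD against SS, with the highest counts without mouse 5400 and 4344 to 4811 and 3447 to 4046 genes at an unadjusted p under 0.05 where the count was 0. For SS + RSD + minocycline against SS + RSD, where the library labelled 7078 was also left out in turn, it gave 863 to 1444 in the cortex and 2 to 1321 in the hippocampus, lowest without mouse 9615 in the cortex and without mouse 5354 in the hippocampus. In these fits the cortex log2 fold changes of Htr6 and Htr7 ran from -0.05 to 0.08 and from -0.01 to 0.09. Leaving out each SS + minocycline mouse gave 0 in the cortex and 0 in the hippocampus for SS + minocycline against SS, with 1335 to 2190 and 416 to 623 genes at an unadjusted p under 0.05. Left out after seeing the data, the libraries labelled 5844 or 9631 gave 41 to 59 in the cortex and 37 to 52 in the hippocampus for SS against AA.

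Of 161 gene list tests per tissue, camera called 47 in the cortex and 49 in the hippocampus. Fry called 23 and 17, and camera with an estimated correlation 5 and 6. No paired analysis was possible because the groups compared hold different mice, and a mouse number recurs only between the tissues of one mouse. The depth limits genes with few reads. Ccr7 had at most 9 counts in any SS or AA mouse of the cortex, and its difference between SS and AA mice was not called over all genes at this depth.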

Differences from the paper's values

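The tests within number series A, with the share of reads outside annotated genes as a term and without single SS + RSD mice were chosen only after the result was seen. In M reads per library, with reads that did not map included, the paper's depth is about 25 and the median over the hippocampus libraries is 48.7 (SD 22). None of the alternatives set before the data were examined bears on this value. For the cortex the median is 44.8 (SD 23.9), and the values differ by less than the SD. The SD is the spread between libraries, so it does not decide whether a median differs from the paper's value. Both medians lie above that value, which the paper gives as the depth aimed at.

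For the cortex of SS + RSD + minocycline mice, the paper describes enrichment for genes of synaptic structure and plasticity, and names Bdnf and Entpd1 among them. The log2 fold changes were -0.80 (adjusted p = 0.00332) and -0.53 (adjusted p = 0.0151) by edgeR's quasi-likelihood test, and they stayed negative under each alternative tried. The calls were lost with the number series as a term (1 and 1) and, chosen after seeing the values, with the share of reads outside annotated genes as a term (0.0861 and 0.256), and that of Entpd1 without mouse 9621, also left out after seeing the values (0.0502). It describes lower signaling through the serotonin receptors 4, 6 and 7. The log2 fold changes of Htr4, Htr6 and Htr7 were 0.28, 0 and 0.01, and none was called under any alternative. Htr4 was lower with the share of reads outside annotated genes as a term (-0.01), a term chosen after seeing the values, and higher under the other alternatives. Htr6 lay just below 0, and further below with the number series as a term (-0.23), in a model of only the groups compared (-0.01) and, chosen after seeing the values, with the share of reads outside annotated genes as a term (-0.13), without the library labelled 7078 (-0.01) and without mouse 9621 (-0.05). Htr7 was lower only without mouse 9621 (-0.01), and over the alternatives it ran from -0.01 to 0.20.

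For the cortex, the paper describes no significant change in AA + RSD mice. Here 187 cortex genes were called against AA mice. Leaving out the library labelled 9674, the count was 0 (1148 at an unadjusted p under 0.05). Within series A, a choice made after seeing the values, it was 0 (671). The paper names Maob among genes enriched in the hippocampus of SS + RSD against AA + RSD mice. It names Ccr7 among those enriched in the cortex of SS against AA mice. Maob had 0.01 (adjusted p = 1) and Ccr7 1.21 (adjusted p = 0.574), and neither was called under any alternative over all genes. Ccr7 was called when adjusted over the list alone (adjusted p = 0.0125).

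For the cortex of SS mice, the paper describes the sirtuins as less enriched with RSD, and pathways related to them as enriched with minocycline, and it gives no direction for any single sirtuin gene. Sirt2 and Sirt3 were higher with RSD, by 0.24 and 0.24, and lower with the number series as a term (-0.03 and -0.06) or, chosen after seeing the values, within series A (-0.03 and -0.06). With minocycline they were at -0.14 and -0.25, and higher with the number series as a term (0.24 and 0.16). Sirt1, Sirt5 and Sirt6 were lower with RSD without being called (0.623, 0.604 and 0.0648), and Sirt6 was called by DESeq2 (0.0227), the likelihood-ratio test (0.0433) and in a model of only the groups compared (0.012). Sirt1 and Sirt5 were higher with minocycline without being called (0.611 and 0.084), and Sirt5 was called by DESeq2 (0.029). With the number series as a term, Sirt1 had the opposite sign (0.19 with RSD and -0.34 with minocycline), and Sirt5 and Sirt6 had an adjusted p of 1, the highest over the alternatives. The list of sirtuins with RSD (0.0906) was called without the filter on low counts (0.0467).

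Several genes the paper names had its direction without a call over all genes. For RSD in the cortex of SS mice, Ctnnb1 (0.0935) was called in a model of only the groups compared (0.0265), and Vcp (0.0625) there (0.0144), by DESeq2 (0.036) and by the likelihood-ratio test (0.0404). For minocycline in the cortex, Abhd6 (0.0515) was called by the likelihood-ratio test (0.0405). Without mouse 9621, left out after seeing the values, Abhd6 (0.0264) and Adora1 (0.0751 with all mice, 0.0337 without it) were called. Akt1 (0.0781) and Sphk1 (0.0918) were called by none of the alternatives. In the hippocampus, Smpd1 (0.0895) was called by DESeq2 (0.0481) and in a model of only the groups compared (0.0412), St3gal3 (0.0695) and Plpp3 (0.101) by DESeq2 (0.0282 and 0.0354), and Ormdl3 (0.104) by none. The adjusted p of these cortex genes was 1 with the number series as a term, the highest over the alternatives, and that of the hippocampus genes reached 0.849. When adjusted over the list alone, each of these genes was called, and also Sirt5, with minocycline, and Sirt6, with RSD. Sirt2 with RSD, which was higher (0.0304), and Sirt3 with minocycline, which was lower (0.0439), were called too.

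Gene lists near the paper's processes were not called in some comparisons. The list of the inflammatory response in the cortex of SS against AA mice (0.0504) was called with the number series as a term (0.0128) and with the share of reads outside annotated genes as a term (0.000298), a term chosen after seeing the values. In the hippocampus of SS + RSD against SS mice (0.0569) it was called without the filter on low counts (0.00711) and in a model of only the groups compared (0.0418). For minocycline in the cortex of SS + RSD mice, the list of sphingolipid metabolism (0.286) and the Reactome list (0.274) were called by fry (0.0332 and 0.0253). The Reactome list of lipids (0.0804) was called by fry (0.00784), without the filter (0.0213) and in a model of only the groups compared (0.0457). The glutamatergic list (0.397) was called with the share of reads outside annotated genes as a term (1.41e-05), chosen after seeing the values, and the dopaminergic list (0.583) with the number series as a term, but higher (0.0225). No setting called the sphingolipid lists of the hippocampus (0.291 and 0.252), nor the Reactome list of lipids in the cortex of SS against AA mice (0.291).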

Other observations

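The tests of the libraries labelled 9674 on the tissue scale and of the dopaminergic genes against striatal markers were chosen only after the result was seen. So were those of leaving out single SS + RSD mice, within number series A or B and with the share of reads outside annotated genes as a term. The log2 fold changes of RSD in SS mice and of minocycline in SS + RSD mice were set against the change of each gene with the share of reads outside annotated genes among AA control mice (12 in the cortex, 11 in the hippocampus). Across 19906 cortex genes Pearson's r was -0.35 for RSD and 0.59 for minocycline, and across 20701 hippocampus genes -0.73 and 0.58. Genes are not independent replicates. Against the difference of series A minus B among the same mice, r was 0.14 and -0.43 in the cortex and 0.43 and -0.2 in the hippocampus. A difference between libraries in the share of reads outside genes may thus contribute to the changes with minocycline in both tissues and to those with RSD in the hippocampus. For RSD in the cortex that difference cannot be told apart from an effect of RSD. The r over all genes was low there, while 95.69% of called genes moved the way the share predicts and 95.11% the way the series predicts. Nor can the number series be told apart from minocycline, since RSD mice without minocycline are all of series A and those with it are of other series. The order in which the libraries were deposited cuts across series B, and it was not tried as a term. In the cortex, SS + RSD + minocycline mice 5801, 5875, 9890 and 9895 had 8.48 to 15.4 CPM of Sirt4. Their libraries directly precede those of the SS + RSD mice, which had 7.17 to 12.6. Other SS + RSD + minocycline libraries come earlier and had 22.3 to 27.1. A difference along that order thus stays open for Sirt4. For RSD, SS mice of series A allow a comparison within that series. It called 1 cortex gene (286 at an unadjusted p under 0.05, where chance gives 966) and 0 hippocampus genes (984, where chance gives 956). With 2 SS mice per tissue, a low count does not decide between the series and RSD. Effects of RSD and of minocycline stay open.

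Of 40 splits of the mice, the real one included, 1 gave as many genes as RSD in SS mice in the cortex and 4 in the hippocampus, and 1 and 1 gave as many as minocycline in SS + RSD mice. Without single SS + RSD mice the counts for RSD fell from 511 in the cortex to 0 without mouse 5391, 9615, 9616 or 9621 (4344 to 4811 at an unadjusted p under 0.05), and from 643 in the hippocampus to 0 without any mouse but 5400 (3447 to 4046). Those for minocycline in the hippocampus fell from 1234 to 2 without mouse 5354. Across genes, the log2 fold changes of these comparisons ran opposite to each other, with r = -0.78 in the cortex and -0.83 in the hippocampus. Both use the same SS + RSD libraries. Groups simulated without any difference gave -0.65 to -0.61 and -0.63 to -0.6 in 100 simulations. Of 1000 permutations of the labels, 15.6% and 11.4% gave an r as low, so the shared libraries may account for the opposite changes. A reversal by minocycline of the changes with RSD stays open.

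In the hippocampus AA + RSD mice differed from AA mice in 256 genes, 226 higher and 30 lower, and AA + RSD + minocycline mice from AA + RSD mice in 576, 147 higher and 429 lower. Of 40 splits each, the real one included, 2 and 4 gave as many. In the cortex 5 splits gave as many genes as the 187 of AA + RSD mice and 2 as many as the 789 with minocycline. The AA + RSD mice are all of series A. Other splits whose smaller group was all of series A gave 200, 261 and 216 genes in the cortex and 551 in the hippocampus, and another cortex split, with mice of other series in it, gave 462. Once the number series was a term, 18 cortex and 167 hippocampus genes were called. For minocycline that term gave 265 higher and 1472 lower in the hippocampus, with 227 genes shared with the 576. Leaving out the library labelled 9674, 9 hippocampus genes were called for RSD and 9 for minocycline, so the exchange of its libraries, at -1.6% on the tissue scale for the one labelled hippocampus, is a candidate explanation. An effect of RSD in AA mice stays open.

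Of 24 splits, the real one included, 1 in the cortex and 1 in the hippocampus gave as many genes as SS against AA mice. For SS + RSD against AA + RSD mice the numbers were 3 and 1. All mice of that comparison are of series A, and the other cortex splits gave 143 and 270 genes. For minocycline in SS mice 0 hippocampus genes were called, with 449 at an unadjusted p under 0.05. A count of 0 is reached by each of 40 splits in either tissue whatever the groups, so the splits test nothing here. Within series B 7205 cortex and 6072 hippocampus genes were called, from 2 mice with minocycline against 6 and 5 without, and no explanation was tested for this. The libraries of those minocycline mice, 9888 and 9889, were deposited after all SS libraries of series B. Their cortex Sirt4 was 11.9 and 9.06 CPM, against 22.6 to 28.5 in those SS mice. The SS + minocycline mice 7108 and 7121, deposited earlier, had 21.9 and 20.2. The counts thus cannot be read as an effect of minocycline.

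Tissue of the striatum in some cortex libraries was weighed for the lower Bdnf and the lower dopaminergic genes of SS + RSD + minocycline mice. The difference between the group medians of log2 CPM of Bdnf was -0.87, close to the fitted log2 fold change of -0.80, which argues against a few libraries with such tissue as the cause. Over 20 libraries, within groups, the mean of 11 dopaminergic genes that are not striatal markers rose with the mean of 12 striatal markers (r = 0.85, rho = 0.82, p = 2e-05 for each, the smallest that 100000 permutations can give). Without the pair of libraries farthest from the median r was 0.75. Striatal tissue is thus a candidate explanation for the differences in these genes between libraries, and an effect of minocycline stays open.

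Other genes chosen by the rule for named genes are given with their log2 fold change and adjusted p by edgeR's quasi-likelihood test. For RSD in the cortex of SS mice they were Gm13340 (4.25, 0.0471), Gm15487 (3.45, 0.0489) and mt-Nd4l (3.23, 0.0405), higher, and Gm37206 (-2.49, 0.0438), Gm37795 (-2.56, 0.0438) and Muc3a (-2.95, 0.0461), lower. For minocycline in the cortex of SS + RSD mice they were Gm37795 (2.44, 0.0184), Gm45869 (2.52, 0.0126) and Muc3a (2.78, 0.022), higher, and Gm28439 (-2.06, 0.023), mt-Atp8 (-3.22, 0.0423) and mt-Nd4l (-2.91, 0.0106), lower. In the hippocampus, minocycline gave A230103L15Rik (3.08, 0.0262), Gm44559 (2.65, 0.0452) and Muc3a (2.65, 0.033), higher, and Gm8730 (-3.23, 0.0372), H2-Aa (-2.97, 0.0256) and H2-Eb1 (-2.65, 0.0268), lower. None of these was called with the number series as a term or with the share of reads outside annotated genes as a term. The values of the groups compared overlapped for each. Muc3a, Gm45869, A230103L15Rik and Gm44559 reversed with the former. Of 6 fits that each left out an SS + RSD mouse, 1 called Gm13340, mt-Nd4l, Gm37206 and Gm37795 and 0 called Gm15487 and Muc3a for RSD in the cortex, 6 called Gm37795, Gm45869, Muc3a and mt-Nd4l, 4 called Gm28439 and 2 called mt-Atp8 for minocycline in the cortex and 3 called H2-Aa and H2-Eb1, 2 called A230103L15Rik and 1 called Gm44559, Muc3a and Gm8730 in the hippocampus. For H2-Aa and H2-Eb1, mouse 9615 had 127 and 95.9 CPM, and the other SS + RSD mice had 0.792 to 5.5 and 1.58 to 5.56. Without mouse 9615 their log2 fold changes were -0.06 (0.966) and -0.14 (0.902). Without mouse 5391 the log2 fold changes of Gm13340, Gm15487 and mt-Nd4l with RSD were 3.43, 2.83 and 2.57, and those of Gm28439, mt-Atp8 and mt-Nd4l with minocycline -1.45, -2.42 and -2.25. Mouse 9621 moved them likewise, to 3.66 and 2.53 for Gm13340 and mt-Nd4l with RSD and to -1.47, -2.49 and -2.21 with minocycline when left out, and without it Gm44559 was at 3.54. Gm13340 had 1100 and 962 CPM in mice 5391 and 9621 and 21.3 to 33.3 in the other SS + RSD mice. For mt-Nd4l these values were 44 and 48, and 0.752 to 2.18. Gm15487 had 88.9, 71 and 31.4 CPM in mice 5391, 5400 and 9621 and 3.31 to 5.89 in the others. SS mice had 19.8 ± 5.87, 1.82 ± 0.271 and 3.28 ± 0.453 CPM of these genes, in this order. Leaving out 1 mouse thus kept part of the rise. The calls of mt-Atp8 (0.0586), Gm44559 (0.0537) and Gm8730 (0.0527) were lost without the library labelled 7078. Of the 827 words of 50 bases in Gm28439, 827 also lie on the mitochondrial chromosome, and of the 1496 of Gm13340 411, which makes their counts uncertain. Gm15487 and Gm8730 are annotated as processed pseudogenes, which can share reads with the gene they copy, so their counts are uncertain too. By the annotation, exonic bases are shared by mt-Nd4l with mt-Nd4 on the same strand (2.36% of its bases), Gm37206 with Rbm4b on the opposite strand (100% of its bases), Gm37795 with Mir34a on the same strand (0.691% of its bases), Gm45869 with Gm67824 on the opposite strand (15.1% of its bases), Gm28439 with Gm10222 on the same strand (0.457% of its bases), mt-Atp8 with mt-Atp6 on the same strand (21.1% of its bases), H2-Aa with H2-Eb1 on the opposite strand (2.75% of its bases) and H2-Eb1 with Gm20513 on the opposite strand (5.01% of its bases).

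For RSD in the hippocampus of AA mice the genes chosen by that rule were Dkkl1 (3.08, 0.000926), Igfn1 (2.99, 0.0339) and Myl4 (2.97, 0.000521), higher, and ENSMUSG00000117548.2 (-1.75, 0.05), ENSMUSG00000117254.2 (-1.36, 0.0419) and C030034I22Rik (-1.14, 0.0358), lower. When the library labelled 9674 was left out, Dkkl1, Igfn1 and Myl4 were at 0.93, -0.08 and 0.50. For minocycline in AA + RSD mice the hippocampus genes were Gm20751 (2.56, 0.0225), ENSMUSG00000117548.2 (2.24, 0.00455) and Gm47033 (1.62, 0.0481), higher, and Igfn1 (-2.92, 0.0106), Dkkl1 (-2.90, 0.000199) and Myl4 (-2.79, 9.45e-05), lower. In the cortex, minocycline gave Col24a1 (2.83, 0.0268) and Gm45867 (2.49, 0.0463), higher, and Ttr (-7.31, 5.61e-07), Dsp (-4.40, 0.000193) and F5 (-4.38, 1.73e-06), lower. The rule also gave Ighg2c, with 4.69 ± 2.74 CPM in treated mice (n = 18) and at most 3 counts in each AA + RSD mouse (n = 3), which makes it at least 34.1-fold higher (adjusted p = 0.0338). 16 of 18 treated mice lay above every AA + RSD mouse, and 7 of 12 alternatives called it, with adjusted p values of 0.000276 to 0.292. The calls of Col24a1, Gm45867 and Ighg2c were also lost without mouse 9643 (0.0556, 0.0992 and 0.108) or mouse 9646 (0.0603, 0.071 and 0.0675). In the hippocampus the call of Gm20751 was lost without mouse 9643 (0.0579), those of C030034I22Rik (0.0538) and Gm47033 (0.135) without mouse 9646, and that of ENSMUSG00000117548.2 with RSD without either (0.0861 and 0.0896). Gm47033 was at 2.79 without mouse 9643, and it (0.0562) and Gm45867 (0.0558) were not called without the library labelled 5853. With the library labelled 9674 left out, Ttr was at -0.32, and none of the genes of this paragraph was called. By the annotation, exonic bases are shared by Myl4 with Cdc27 on the opposite strand (4.04% of its bases), ENSMUSG00000117254.2 with Gm52280 on the opposite strand (6.21% of its bases), C030034I22Rik with A930029G22Rik on the opposite strand (23.2% of its bases), Gm45867 with Tm6sf1 on the same strand (21.2% of its bases), Ttr with Gm16090 on the opposite strand (3.67% of its bases), Dsp with Gm10129 on the opposite strand (5.56% of its bases) and F5 with Gm16548 on the opposite strand (3.17% of its bases).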
